# NGF stimulation alters the transcriptome and surface TrkB expression in axons of dorsal root ganglion neurons^☆^

**DOI:** 10.1016/j.ynpai.2025.100194

**Published:** 2025-08-05

**Authors:** Maximilian Koch, Manas Kshirsagar, Ankita Rawat, Abdolhossein Zare, Felicitas Schlott, Thorsten Bischler, Panagiota Arampatzi, Michael Briese, Michael Sendtner

**Keywords:** DRG neuron, Nerve growth factor, Axonal transcriptome, Interleukin

## Abstract

Nerve growth factor (NGF) is released after injury from macrophages and other cell types and induces an inflammatory response in neurons, characterized by local subcellular reactions and transcriptomic modulation. NGF-induced axonal transcriptome modulation may be crucial for pain initiation and maintenance. To explore these acute modulations, we cultured dorsal root ganglion neurons in microfluidic chambers and stimulated the axons with NGF. We found that axonal levels of the *Il7* transcript encoding interleukin-7 (IL-7) are increased after NGF stimulation, followed by IL-7 release from axons. In growth cones of sensory neurons, we also observed a reorganization of the ribosomal subunits 60S and 40S in response to NGF stimulation. In addition, a dynamic change in the spatio-temporal distribution of the Tropomyosin Kinase B (TrkB) receptor occurs at the plasma membrane of sensory neuron growth cones. TrkB is recruited from the endoplasmic reticulum (ER) leading to increased cell surface levels. De-novo synthesis of TrkB seems to be limited to somatic regions of sensory neurons. Thus, cytosolic mechanisms within distal regions of the sensory neurons may autonomously regulate signaling and translation in response to external NGF stimuli.

## Highlights

• Analysis of the axonal transcriptome of DRG neurons cultured in microfluidic chambers.
• NGF stimulation induces upregulation of the transcript encoding Interleukin-7 (IL-7) in axons and the release of IL-7.
• Increased translocation of TrkB to the cell surface following NGF stimulation.

## 1 Introduction

Chronic pain is characterized by persistent nociceptive changes that last beyond the recovery period necessary for wound healing (Treede et al., 2019). This involves complex crosstalk between cells of the nervous and the immune system, as a consequence of tissue injury but also as contribution to pathomechanisms underlying fibromyalgia, diabetes mellitus, and rheumatoid arthritis (Basbaum et al., 2009, Costigan et al., 2009). Chronic pain involves the sensitization of neurons residing in dorsal root ganglia (DRG) accompanied by transcriptomic and proteomic alterations. This can lead to an altered excitation threshold and increased response, interpreted as a painful sensation (Devor, 2009). While gene expression changes occurring in cell bodies of DRG neurons during pain signaling have been described in detail, even at the single cell level, much less is known about transcriptome alterations occurring in neurites and nerve terminals where these neurons interact with cells of the immune system (Renthal et al., 2020).

During tissue injury and local inflammation, nerve growth factor (NGF) is released from macrophages, fibroblasts, and immune cells. This induces pain signaling pathways in nociceptive neurons by activating Tropomyosin Kinase A (TrkA) receptors at nerve endings (Barker et al., 2020, Denk et al., 2017). NGF stimulates the local translation of cAMP-responsive element (CRE)-binding protein (CREB) in axons, which is then retrogradely transported to the nucleus where it activates gene expression programs (Cox et al., 2008). In addition, TrkA activation might induce local responses such as adaptive changes of the cytoskeleton or modulation of ion channel function (Lippoldt et al., 2013, McMahon, 1996, Papakonstanti et al., 2000, Tymanskyj et al., 2025, Yamaguchi et al., 2001). At high concentrations, NGF elicits painful sensations. For example, intraepidermal injection of NGF leads to localized thermal and mechanical hypersensitivity (Rukwied et al., 2010). In addition to enhanced clustering of ion channels at nociceptive nerve terminals, NGF-induced pain signaling involves activation of the p38 mitogen-activated protein kinase (MAPK) and extracellular regulated kinase 1/2 (ERK1/2) pathways and concomitant induction of nuclear gene expression programs such as upregulation of the transient receptor potential ion channel TrpV1 (Barker et al., 2020, Ji et al., 1999, Ji et al., 2002).

Axons of sensory neurons grow large distances from their cell bodies to their innervated targets, utilizing local RNA signaling mechanisms for reacting to diverse signals from nearby cells (La Peña et al., 2019). In this study, we investigated axonal transcriptome alterations of sensory neurons upon acute NGF stimulation. We observed dysregulation of many transcripts that modulate the activation of immune cells, including the transcript encoding Interleukin-7 (IL-7). A companion paper by Biesold et al. in this special issue demonstrates that IL-7 accumulates in wound areas in a pre-clinical model of laparotomy in mice, potentially contributing to neutrophil recruitment and activation at these sites. Together, this supports the notion that mechanisms regulating the levels of mRNAs and their translation locally represent an early response during pain induction (La Peña et al., 2019).

## 2 Materials and methods

### 2.1 Ethics statement

All experiments with mice in this study were conducted in accordance with the regulations of the federal law on animal protection, in agreement with and under the control of the local veterinary authority. The C57 BL/6 mice were bred and housed in the animal facility of the Institute of Clinical Neurobiology, with constant conditions of a 12 h day and night cycle at 20–22 °C and humidity of 55–65 %. Food and water were accessible ad libitum.

### 2.2 Cell culture

DRGs of C57BL/6 E13 embryos were prepared and collected in Hanks’ Balanced Salt Solution (HBSS) (Gibco, 14170-138), and digested with 0.1 % Trypsin (Worthington Biochemical, LS003707) in 300 μl HBSS for 30 min at 37 °C. The DRGs were mechanically triturated after adding 300 μl cold Neurobasal medium (Gibco, 21103049) containing 10 % horse serum (Gibco, 16050–122), 1 % Glutamax (Gibco, 35050061) and 2 % B27 Supplement (Gibco, 17504001) by pipetting them 6 times through a 1000 μl tip and 6 times through a 200 μl tip. The resulting cell suspension was preplated in 10 ml Neurobasal medium containing 10 % horse serum, 1 % Glutamax and 2 % B27 for 90 min in a 10 cm Nuncleon-coated dish (Thermo Fischer Scientific, 150350). The supernatant containing sensory neurons was then centrifuged for 8 min at 400×*g*. Cells were seeded on coverslips or in IND150 chambers (Xona Microfluidics) on 1.5H coverslips (24 × 50 mm; Marienfeld, LH25.2) coated with 1 mg/ml poly-L-lysine hydrobromide (PLL; Sigma-Aldrich, P2636) and 2.5 μg/ml laminin-111 (Thermo Fisher Scientific, 23017-015). 150,000–250,000 cells were seeded per chamber or 10,000 cells per coverslip and cultured at 37 °C, 5 % CO_2_ in Neurobasal medium containing 2 % horse serum, 1 % Glutamax and 2 % B27. The somatic compartment contained 10 ng/ml NGF 2.5S (Alomone Labs, N-100) and 5 ng/ml each of CNTF, GDNF (PeproTech, 450–10) and BDNF. The axonal compartment contained 40 ng/ml NGF and 5 ng/ml each of CNTF and BDNF, establishing an NGF gradient that guides neurite growth to the axonal compartment. 1 μM 5-Fluorodeoxyuridine (ACROS Organics™, 10124860) was included until day *in vitro* (DIV) 3.

For NGF deprivation and stimulation, the axonal compartment of sensory neurons cultured in compartmentalized microfluidic chambers was washed three times and cultured in Neurobasal medium as described above except with NGF at 2 ng/ml for 12 h in the axonal compartment. Thereafter, the NGF concentration in the axonal compartment was increased to 100 ng/ml for 2 h. For CNTF deprivation and stimulation, the axonal compartment was instead completely deprived of CNTF for 24 h before stimulating the axonal compartment with 100 ng/ml CNTF for 2 h.

### 2.3 Axonal supernatant precipitation

For precipitation of proteins from axonal supernatants, a modified version of the Trichloroacetic acid (TCA) precipitation protocol was used (Hutchings et al., 2024). For this purpose, 450 μl axonal supernatant was collected after NGF stimulation and then centrifuged at 1,000×*g* for 5 min. The supernatant was then transferred to fresh tubes and centrifuged again for 30 min at 10,000×*g*. After transferring the supernatant to fresh tubes, 60 μl of 100 % TCA was added. The samples were then precipitated on ice for 1 h and centrifuged for 30 min at 16,000×*g*. The supernatant was carefully aspirated, and pellets were dissolved in 2 × Laemmli buffer. The samples were then sonicated and heated at 95 °C for 5 min before being subjected to SDS-PAGE. Following transfer to a nitrocellulose membrane, the following antibodies were used for immunoblotting: rabbit anti-IL-7 (PeproTech, 500-P57), donkey anti-rabbit IgG horseradish peroxidase (Jackson ImmunoResearch, 711-035-152).

### 2.4 RNA purification

Compartments were washed with 200 μl RNase-free PBS once. Following PBS removal, 100 μl RNA extraction buffer (PicoPure™ RNA-Isolation Kit, Thermo Fischer Scientific, KIT0204) was added to the axonal compartment and pipetted up and down at least 5 times and then transferred to a test tube. Subsequently, 100 μl RNA extraction buffer was added to the somatic compartment and pipetted up and down at least 5 times before being transferred. Thereafter, axonal and somatic total RNA was purified with the PicoPure™ RNA-Isolation Kit. Genomic DNA was removed by treatment with RNase-free DNase (QIAGEN, 79254). The resulting purified RNA was stored at −80 °C until further processing.

### 2.5 RNA sequencing

RNA was isolated from the axonal and somatic compartments of DRG neurons. RNA integrity from NGF somata was evaluated on a 2100 Bioanalyzer with the RNA 6000 Pico kit (Agilent Technologies) whereas RNA from CNTF somata was analyzed using a 5200 Fragment Analyzer with the HS Total RNA 15 nt kit (Agilent Technologies). RNA from axons was used directly due to the low amount. cDNA libraries suitable for sequencing were prepared with the SMART-Seq® v4 Ultra® Low Input RNA Kit (Takara) according to the manufacturer’s instructions (1/4 vol for the somata and full volume for the axons). Respective treatment and control samples were processed in parallel. The PCR amplification was performed using 10 PCR cycles for soma samples and 16 PCR cycles for axon samples. Libraries were quantified by QubitTM dsDNA HS Assay Kit (3.0 Fluometer; Thermo Fisher Scientific) and quality was evaluated on a 2100 Bioanalyzer with the High Sensitivity DNA kit (Agilent Technologies). 0.5 ng of each library was subjected to a tagmentation-based protocol (Nextera XT, Illumina) using a quarter of the recommended reagent volumes. Libraries were quantified again by the QubitTM dsDNA HS Assay Kit and analyzed on a 2100 Bioanalyzer with High Sensitivity DNA kit (Agilent Technologies) for NGF or 5200 Fragment Analyzer with HS NGS Fragment 1–6000 bp kit (Agilent Technologies) for CNTF before pooling. Sequencing of pooled libraries, spiked with 1 % PhiX control library, was performed in single-end mode with 100 nt read length on the NextSeq 2000 platform (Illumina) with a P2 sequencing kit for the NGF and the CNTF samples, respectively. Demultiplexed FASTQ files were generated with bcl-convert (Illumina) v4.0.3 (NGF) or v4.2.4 (CNTF).

To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt (Martin, 2011) (v2.5) using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded (parameters: −-nextseq-trim = 20 −m 1 −a CTGTCTCTTATACACATCT). Processed reads were subsequently mapped to the mouse genome (NCBI RefSeq assembly GCF_000001635.27/GRCm39) using STAR (Dobin et al., 2013) (v2.7.2b) with default parameters except for including transcript annotations from RefSeq annotation version 109 (NGF) or RS_2023_04 (CNTF) for GRCm39. This annotation was also used to generate read counts on exon level summarized for each gene via featureCounts (v1.6.4) from the Subread package (Liao et al., 2014). Multi-mapping and multi-overlapping reads were counted unstranded with a fractional count for each alignment and overlapping feature (parameters: −s 0 −t exon −M −O −-fraction). The count output was utilized to identify differentially expressed genes using DESeq2 (Love et al., 2014) (v1.24.0). Read counts were normalized by DESeq2 and fold-change shrinkage was conducted by setting the parameter betaPrior to TRUE. Differential expression was assumed at adjusted p-value after Benjamini-Hochberg correction (padj) < 0.05 and |log2FoldChange| ≥ 1. Gene ontology enrichment analysis was performed using DAVID (Huang et al., 2009, Sherman et al., 2022) for differentially expressed transcripts. As background, transcripts with a baseMean > 1 were used. BioVenn was applied for comparison of datasets (Hulsen et al., 2008). Figures have been created with SRPlot (Tang et al., 2023).

### 2.6 cDNA synthesis and qPCR analysis

cDNA synthesis was performed with random hexamers using the First Strand cDNA Synthesis Kit (Thermo Fischer Scientific, K1612). The resulting reaction mix was diluted 1:5 with water. The qPCR reactions were then set up with the Luminaris HiGreen qPCR Master Mix (Thermo Fisher Scientific, K0994), using a LightCycler 96 (Roche). The qPCR primers were designed with the help of the Primer3Plus online design tool (Untergasser et al., 2012). The primers were Gapdh fw: 5′-GCAAATTCAACGGCACA-3′, Gapdh rev: 5′-CACCAGTAGACTCCACGAC-3′, Il7 fw: 5′-CTGCTCGCAAGTTGAAGCAA-3′, Il7 rev: 5′-TCACCAGTGTTTGTGTGCCT-3′. All reactions were performed with two technical replicates, using an annealing temperature of 60 °C. The resulting Ct values were averaged before normalization. We then calculated the relative expression with the ΔΔCt method, using *Gapdh* as housekeeping transcript.

### 2.7 Surface TrkB staining assay

TrkB present at the plasma membrane was visualized using a live staining protocol adopted from (Hennlein et al., 2023). Sensory neurons were grown in microfluidic chambers on a Laminin 211 + 221 substrate. After axonal NGF deprivation to 2 ng/ml for 12 h, axons were stimulated with 100 ng/ml for 1 min, 10 min, 30 min, and a control with no stimulation. The microfluidic chambers attached to the glass coverslip were then transferred onto ice. Thereafter, the cells were incubated with rabbit anti-TrkB antibody (Cell Signaling, 80E3), diluted 1:200 in cold Neurobasal medium containing 2 % horse serum, 2 % B27 and 1 % Glutamax for 45 min on ice. Following three washes with cold PBS, the cells were incubated with donkey anti-rabbit Cy5 secondary antibody (1:400) diluted in cold NB culture medium for 45 min on ice. Lastly, the cells were washed three times with cold PBS before fixation with 4 % paraformaldehyde (PFA) on ice for 10 min. Following fixation, the cells were immunostained with anti-Synapsin1 antibody (Synaptic Systems, 106 011) using the following immunocytochemistry protocol.

### 2.8 Immunocytochemistry

Sensory neurons were fixed for 10 min with 4 % PFA and then washed twice with PBS (pH 7.4). Cells were permeabilized with 0.2 % Triton X-100 for 20 min, washed three times with PBS followed by blocking with 10 % donkey serum in PBST for 30 min. Subsequently, the cells were incubated in primary antibodies in blocking solution overnight at 4 °C. The next day, cells were washed three times with PBST, followed by incubation with the secondary antibodies diluted in PBST for 1 h at room temperature. This was again followed by three washes with PBST and incubation of the cells with DAPI for 5 min (5 µg/ml). Lastly, cells were washed twice with PBST and once with ultrapure water, before mounting with FluorSave Reagent (Merck, 345789) for imaging. Used antibodies and their dilution are listed in Supplement Table 1.

### 2.9 Imaging and quantification

Images were acquired on a standard Olympus Fluoview 1000 confocal microscope equipped with 10× (NA: 0.25), 20× (NA: 0.75), 40× (OIL, NA: 1.30) and 60× (OIL, NA: 1.35) objectives. Fluorescence excitation was achieved with 405, 473, 559, and 633  nm lasers. Structured illumination microscopy (SIM) imaging was performed on a Zeiss ELYRA S.1 microscope equipped with a Plan-Apochromat 63 × NA 1.40 immersion-oil based objective and with lasers conforming to a 405 nm diode (50 mW), a 488 nm OPSL (100 mW), a 561 nm OPSL (100 mW), and a 642 nm diode laser (150 mW). Immunofluorescence signals were quantified using mean gray values of images measured from the original files after simple thresholding using FIJI (Schindelin et al., 2012). For identifying co-clusters of RPL24-S6 ribosomal subunits, the JaCop plugin in FIJI was utilized for automated counting (Bolte and Cordelières, 2006). The co-localization was assessed by Pearson’s correlation coefficient. Data processing, statistical analysis, and visualization were performed using Python (v3.12) in a Jupyter Notebook environment, using associated open-source libraries such as NumPy, pandas, and matplotlib (Harris et al., 2020, Hunter, 2007, McKinney, 2010, Kluyver et al., 2016).

Analysis of expression of IL-7 in immunofluorescence images was done in a semi-automated manner. Stainings were performed as described in 2.8. Growth cones were manually annotated, based on the Nfh immunosignal, as regions of interest for all images as polygons in QuPath (Bankhead et al., 2017), https://qupath.github.io/). Regions of interest were exported as JSON-files and binary image segmentations were generated. For each region of interest, the brightness of the anti-IL-7 immunostaining was calculated per pixel. Sum of Intensity over all pixels of a growth cone was divided by the number of pixels. GraphPad Prism (GraphPad Software, San Diego, California USA) software was used to perform statistical analyses. Brightness of the images was adjusted to increase visibility.

### 2.10 Puromycylation proximity ligation assay (Puro-PLA)

Sensory neurons were grown for DIV 3 on laminin-211 + 221-coated glass coverslips. NGF was deprived to 2 ng/ml for 12 h followed by treatment with 100 ng/ml NGF for 10 mins, and 10 µg/ml puromycin (Sigma-Aldrich, P8833) for 8 min at 37 °C. In negative control experiments, puromycin and NGF were omitted. After the respective treatments, the cells were washed twice with pre-warmed HBSS, and then fixed using periodate-lysine-paraformaldehyde (PLP) for 10 min according to a previously published protocol (Salehi et al., 2023, Zare et al., 2024). After fixation, cells were washed and permeabilized for a proximity ligation assay (Sigma Aldrich, Duolink® Proximity Ligation Assay) using antibodies against puromycin (Sigma-Aldrich, MABE343; 1:200 dilution) and the N-terminus of TrkB (Cell Signaling, 80E3; 1:200 dilution).

### 2.11 Western blot

For protein extraction, the cells were washed with 200 μl PBS and then lysed with 50 μl Radioimmunoprecipitation assay (RIPA) buffer. The protein concentration was determined with a Bicinchoninic acid (BCA) assay (Thermo Fisher Scientific, 23227). 5 μl of sample were diluted with 45 µl of RIPA buffer and then mixed with 1 ml of the BCA mixture, which contained 50 parts BCA A, and one part BCA B. Samples were incubated at 37 °C for 30 min. The concentrations were determined by measuring them in a photometer, comparing the absorbance at 562 nm to a standard curve of protein concentration. 20 μg of protein were added per lane to a SDS gel. For the axonal supernatant, 30 μl were added per lane. The concentration of the resolving gel was 8 % for the plots in Fig. 1 E and 15 % for the IL-7 plots in Fig. 3 D, respectively.

**Fig. 1:**
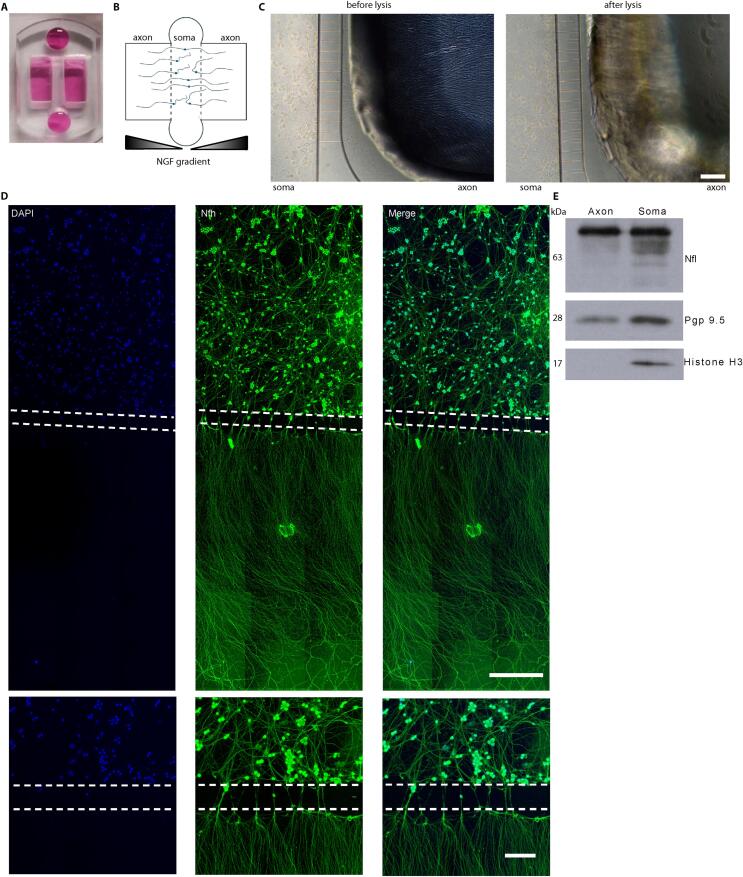
Compartmentalized cultures of embryonic DRG neurons. (A, B) Photograph (A) and schematic (B) of a microfluidic chamber containing a central somatic compartment and two outer axonal compartments. Application of an NGF gradient induces axonal growth towards the outer compartments. (C) Lysis of the axonal compartment for RNA extraction does not disturb the somatic compartment. (D) Immunofluorescence analysis of DRG neurons cultured in microfluidic chambers for DIV 4.5. Scale bars: 150 µm. (E) Immunoblot analysis of lysates extracted from the axonal and somatic compartment.

Samples were mixed with 6x Laemmli buffer for an end concentration of 1x Laemmli and then boiled at 99 °C for 10 min. Gels were run at 80 V for 20 min and then at 120 V for up to 2 h, till the tracking dye was close to the edge of the gel or exited it. The membrane, gel, and filter papers were conditioned in the transfer buffer for at least five min. The western blotting technique used was semi-dry transfer, stacking two pieces of filter paper, the membrane and the gel, followed by two filter papers. Gels were transferred at 1000 mA for 50 min. The membrane was then washed with TBST and blocked in 5 % milk in TBST for 30 min. The membrane was shortly washed with TBST and then incubated with primary antibody in TBST at 4 °C on a shaker overnight. (Anti-68 kDa Neurofilament/NF-L antibody (ab9035) rabbit, Abcam ab9035 1:1000; Pgp9.5 rabbit, Proteintech 14730–1-AP, 1:10000, Histone H3, rabbit, Abcam ab1791-100, 1:10000; IL-7 rabbit, PeproTech 500-P57,1:1000, 200 μg/ml stock).

On the next day, the membrane was washed three times with TBST for 10 min and then incubated with secondary antibody (donkey anti-rabbit IgG-HRP, Jackson ImmunoResearch, 711–035-152, 1:10000) for 1 h. The membrane was washed three times for 10 min and then developed with Enhanced chemiluminescence (ECL) Western Blotting-Substrate (Thermo Fisher, 32106) and X-ray films (Fuji super RX). Quantification was performed with ImageJ.

## 3 Results

### 3.1 Culture of sensory neurons in microfluidic chambers yields axonal material of high purity

To investigate transcriptomic alterations after NGF stimulation of DRG sensory neurons in the axonal compartments, we first optimized culture conditions in microfluidic devices containing a central compartment for neuronal cell bodies and two outer compartments for axons (Fig. 1A and B). 200,000 sensory neurons obtained from DRGs of E13 mouse embryos were plated into the central compartment of the chambers (Fig. 1B). An NGF gradient was established to guide the axons into the axonal compartment (Fig. 1B). On DIV 5, densely grown axons were visible in the axonal compartment (Fig. 1C and D). Immunoblot analysis showed that the axonal marker Pgp9.5 but not the nuclear marker histone H3 was present in axonal lysates (Fig. 1E). Immunofluorescence staining revealed that axons in the axonal compartment were positive for Synaptophysin and Munc13a indicating the presence of the synaptic markers and components of the synaptic vesicle release machinery (Supplementary Fig. 1A). Furthermore, cell bodies and axons of compartmentalized DRG neurons were also positive for TrpV1 (Supplementary Fig. 1B). Thus, DRG neurons including nociceptors can be cultured in microfluidic compartments for highly selective axon isolation.

To investigate the effects of NGF stimulation on the axonal transcriptome, compartmentalized DRG neurons were deprived of NGF in the axonal compartment on DIV 4 for 12 h by lowering the axonal concentration of NGF to 2 ng/ml, after which they were stimulated for 2 h with 100 ng/ml NGF (Fig. 2A). NGF was not entirely withdrawn, as complete removal is known to induce stress responses in axons, including the formation of stress granules, degeneration and neuronal death (Maor-Nof et al., 2016). In agreement with this notion, complete removal of NGF led to a significant degeneration of axons after 12 h (Supplementary Fig. 2). As control, we used NGF-deprived neurons without NGF stimulation. 

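The neurons came from dorsal root ganglia (DRG) of E13 mouse embryos and grew in chambers in which axons extend into a compartment of their own, so that axonal and somatic RNA could be collected apart. The NGF experiment holds 16 libraries, 4 each of control axons, NGF-stimulated axons, control somata and somata of the stimulated cultures. Polyadenylated RNA was copied into full-length cDNA with the SMART-Seq v4 kit, and libraries were made with Nextera XT and read from a single end. The axon libraries went through 16 cycles of PCR and the soma libraries through 10. The authors trimmed the reads with cutadapt 2.5, aligned them to the mouse genome GRCm39 with STAR 2.7.2b and counted them with featureCounts 1.6.4. Reads that fitted several places or several genes were shared out as fractions and strand was not used, so the deposited values are expected counts, and 39.7% of the nonzero values were not whole. For the tests below they were rounded to whole numbers. The total count was 10790069 to 21562820 (median 19658298) in the control axon libraries and 18088315 to 28174877 (median 24159736) in the stimulated axon libraries. It was 26655914 to 39083636 (median 30926404) in the control soma libraries and 23426328 to 25480671 (median 24274328) in those of stimulated cultures. Between 14650 and 20235 genes had a count in a control axon library, against 24318 to 27488 in a control soma library. Control axon replicates 3 and 4 were the lowest, with 14818 and 14650 genes. All 16 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which left 18802 transcripts. Levels are given as CPM on TMM library sizes, as mean ± SD over 4 libraries. A transcript is called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Gene lists were tested with camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the libraries. Thresholds, gene lists, the rule for naming genes and most alternative settings were fixed before the data were examined. Nothing states that the replicates of a group are separate cultures, so the p-values measure only the spread between these libraries, which may be technical. A transcript with no count in a whole group is given a lower bound for its fold, with the empty group set at 3 counts, and such bounds cover counting error only, since PCR reads without molecular identifiers are not independent molecules.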

RNA was isolated separately from the axonal and somatic compartment and subjected to RNA sequencing (RNA-seq). We first assessed the specificity of the subcellular transcriptome analyses by comparing the axonal and the somatic RNA-seq datasets of the control samples by differential expression analysis (Supplementary Fig. 3A-I). This identified 606 transcripts enriched on the somatic side and 935 transcripts enriched on the axonal side (padj < 0.05 and |log2FoldChange| ≥ 1, Supplementary Table 2). 

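Control axons held 416 transcripts at a higher level than control somata and 175 at a lower level, of 18802 tested with edgeR (n = 4 libraries each). Unc13c, which encodes a protein that primes synaptic vesicles for release, was at 1235 ± 670 CPM in axons and 15.9 ± 2.86 CPM in somata (log2 fold change 6.28, SE 0.554, adjusted p = 0.00013). Kif1a, the motor that carries synaptic vesicle precursors along axons, was at 15680 ± 7232 CPM against 803 ± 365 CPM (log2 fold change 4.29, SE 0.553, adjusted p = 0.00173). Lower in axons were Lars2, a leucyl-tRNA synthetase of mitochondria, at 269 ± 85.9 CPM against 1179 ± 86.4 CPM (log2 fold change -2.13, SE 0.308, adjusted p = 0.00221), and Lpin3, a phosphatidate phosphatase. Lpin3 had no count in any of the 4 axon libraries and 3.15 ± 1.80 CPM in somata, which is at least 67.7-fold lower in axons (adjusted p = 0.00245 from edgeR). In 2322 transcripts (12.3% of those tested, where chance gives 2.86%) every axon library lay above or below every soma library. DESeq2 called 938 transcripts higher and 689 lower, and 935 and 606 with its prior on fold changes. Leaving out any 1 of the 8 libraries gave 155 to 473 higher and 54 to 595 lower, with the lowest numbers without soma control replicate 3 and the largest number of lower transcripts without axon control replicate 2.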

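Transcripts of the cytosolic ribosome were at higher levels in control axons than in control somata as a group. Of 79 ribosomal protein transcripts, 45 were called higher in axons and 0 lower (56 and 0 adjusted over the list alone), all 79 had a positive log2 fold change, and the median was 1.20 (camera, adjusted p = 9.5e-72, but adjusted p = 0.152 with an estimated correlation). Rpl31, a protein of the large subunit, was at 557 ± 314 CPM in axons and 41.9 ± 11.8 CPM in somata (log2 fold change 3.73, SE 0.564, adjusted p = 0.00277 from edgeR, n = 4 each). Of 79 measured transcripts of the nuclear-encoded respiratory chain, 30 were called higher and 0 lower (47 and 0 adjusted over the list alone), with a median of 1.29 (adjusted p = 4.93e-40, and 0.384 with an estimated correlation). Cox6a1 and Cox6c, both subunits of cytochrome c oxidase, had log2 fold changes of 4.48 (SE 0.713, adjusted p = 0.00362) and 3.14 (SE 0.496, adjusted p = 0.00356). Transcripts of synaptic vesicles and transmitter release gave another picture, since 0 of 30 were called by edgeR in either direction (0 also adjusted over the list alone), 22 had a negative fold change and the median was -0.34. Syp, the vesicle protein synaptophysin, was at 281 ± 175 CPM in axons and 327 ± 109 CPM in somata (log2 fold change -0.22, SE 0.531, adjusted p = 0.924). For 28 transcripts of the axonal cytoskeleton and growth, 3 were called higher and 0 lower (4 and 1 adjusted over the list alone), with a median of -0.05 and a mean of 0.21. The synaptic list gave an adjusted p of 0.216 and the cytoskeleton list one of 0.0596 with camera in edgeR, where the median of all transcripts was -0.10. With an estimated correlation the adjusted p was 0.862 for the synaptic and 0.859 for the cytoskeleton list. Each list holds transcripts that the paper names from these libraries, so they are not independent evidence. The synaptic list passed the test as lower in axons without axon control replicate 4 (median -0.70, adjusted p = 0.00978) or soma control replicate 1 (-0.46, 0.0269). The cytoskeleton list passed as higher without axon control replicate 1 (0.12, 0.000936), soma control replicate 2 (adjusted p = 0.0135) or soma control replicate 4 (0.0184).

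**Figure D1:**
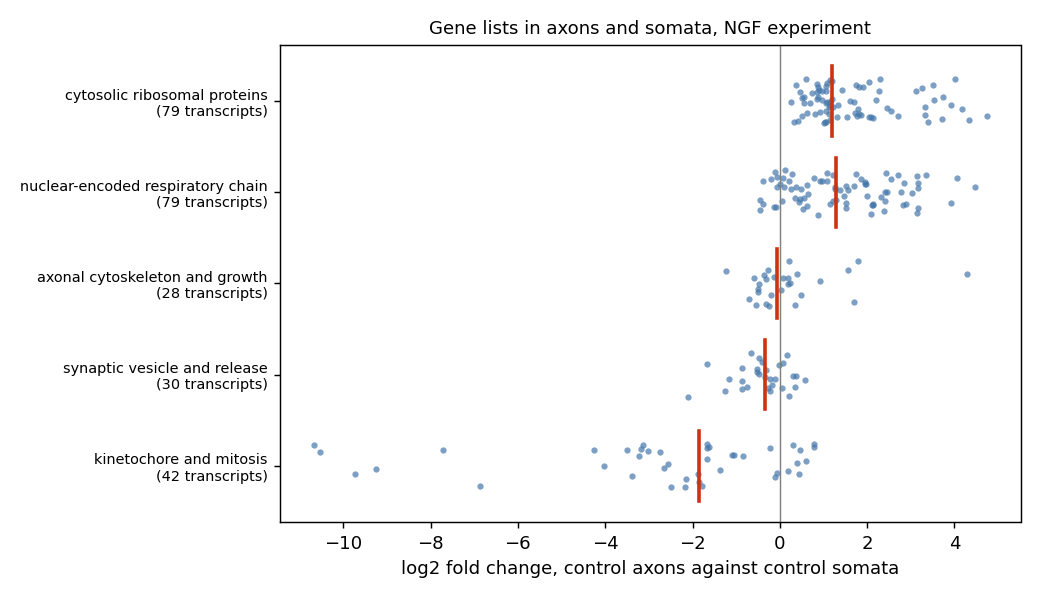
Log2 fold changes between control axons and control somata (horizontal axis, positive values higher in axons) of the tested transcripts of 5 gene lists, 1 point per transcript, with a red bar at the list's median. The ribosomal points all lie above 0 around a median of 1.20, and the kinetochore and mitosis points spread down to -10.67 around a median of -1.85, in the fit with TMM.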

Axon-enriched transcripts were associated with the Gene Ontology (GO) terms ‘ribosome’, ‘mitochondrion’ and ‘synapse’ for the cellular component (CC) category, and ‘translation’, ‘translation at presynapse’, and ‘translation at postsynapse’ for biological process (BP) (Supplementary Fig. 3J). This agrees with observations by others and us that transcripts encoding ribosomal and mitochondrial proteins are enriched in axons of different types of neurons including motoneurons and sensory neurons (Briese et al., 2016, von Kügelgen and Chekulaeva, 2020). 

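Trak2, an adaptor that links mitochondria to motor proteins, reached 22830 ± 13060 CPM in control axons against 92.8 ± 16.2 CPM in control somata. Its log2 fold change of 7.94 (SE 0.682, adjusted p = 0.00013 from edgeR's test, n = 4 libraries each) was the most significant of the comparison. Trak2 lies on chromosome 1 of GRCm39 from 58939608 to 59013509, and part of it overlaps Stradb, whose reads cannot be told apart by strand. Cox8a (chromosome 19, 7192523 to 7194981) and Cox7c (chromosome 13, 86192917 to 86194914) encode subunits of cytochrome c oxidase. Cox8a was at 2568 ± 1524 CPM in axons and 153 ± 33.9 CPM in somata (log2 fold change 4.07, SE 0.579, adjusted p = 0.00219), and Cox7c at 580 ± 280 CPM against 57.1 ± 18.1 CPM (3.34, SE 0.531, adjusted p = 0.00356). Among ribosomal proteins, Rps2 (chromosome 17, 24939037 to 24940901) was at 5962 ± 4527 CPM against 223 ± 32.7 CPM, a log2 fold change of 4.74 (SE 0.661, adjusted p = 0.00219). Rpsa (chromosome 9, 119956832 to 119961435) had a log2 fold change of 4.34 (SE 0.649, adjusted p = 0.00253) and Rps12 (chromosome 10, 23661081 to 23663281) one of 4.18 (SE 0.634, adjusted p = 0.00286). Uba52 (chromosome 8, 70960913 to 70963067), which encodes ubiquitin fused to a ribosomal protein, was at 998 ± 367 CPM against 104 ± 27.2 CPM (3.27, SE 0.454, adjusted p = 0.00219). In all 7 transcripts every axon library lay above every soma library (exact permutation test, p = 0.029, the smallest that 4 against 4 allow). Reads of ribosomal protein transcripts can be shared with processed pseudogenes, and the fractional counting splits them, so their levels are uncertain to that extent.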

The transcripts for ‘ribosome’ and ‘mitochondria’ include those encoding the mitochondrial proteins Cox7c, Cox8a and Trak2 (Supplementary Fig. 3D) and ribosomal proteins like Rps2, Rpsa, Rps12 and Uba52 (Supplementary Fig. 3G). These transcripts are polyadenylated mRNAs that are transported to the axons (Mendonsa et al., 2023). Among mitochondrial transcripts, we also detected mitochondrially encoded rRNAs (mt-Rnr1 and mt-Rnr2). 

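The mitochondrial rRNAs took a far larger part of the axonal libraries than of the somatic ones, 6.25 ± 3.56% of all counts in control axons and 0.0855% in control somata on average. mt-Rnr1, the 12S rRNA at positions 70 to 1024 of the mitochondrial genome, was at 13570 ± 8488 CPM in axons and 125 ± 99.2 CPM in somata (log2 fold change 6.77, SE 1.20, adjusted p = 0.00739 from edgeR, n = 4 libraries each). mt-Rnr2, the 16S rRNA at positions 1094 to 2675, was at 62810 ± 39300 CPM and 605 ± 388 CPM (log2 fold change 6.70, SE 1.10, adjusted p = 0.00417). The spread between axon libraries was wide, with 168858 to 1429361 counts of mt-Rnr2, and still every axon library lay above every soma library. The protein-coding genes of the mitochondrial genome are not among the features counted in this experiment.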

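The share of all counts that fell on ribosomal protein transcripts was 3.01% in control axons and 0.822% in control somata, and that of the nuclear-encoded respiratory chain 2.97% and 1.37%. The 10 most abundant transcripts held 20.1 ± 9.07% of all counts in control axons and 4.09% in control somata (n = 4 libraries each). RNAs that are known to stay in the nucleus, such as Malat1, were not lower in axons. Of 12 such RNAs, 0 were called in either direction by edgeR (2 higher adjusted over the list alone), 11 had a positive fold change, and the median was 1.69. Malat1 itself had a log2 fold change of 2.08 (adjusted p = 0.094). As a group these RNAs were higher in axons with camera (adjusted p = 0.00212), with adjusted p = 0.51 with an estimated correlation, and not without axon control replicate 3 (median 0.66, adjusted p = 0.093). All of these values are relative to the other RNAs of the same library.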

While these results indicate a relative enrichment of the translational machinery and mitochondria in axons compared to somata, we cannot exclude the possibility that their enrichment is due to a lower amount of other RNAs being transported to the axons. In comparison, GO terms associated with soma-enriched transcripts were ‘plasma membrane’, ‘extracellular space’, ‘outer kinetochore’ and ‘chromosome, centromeric region’ for the cellular component category and ‘mitotic spindle assembly checkpoint signaling’, ‘signal transduction’ and ‘monoatomic ion transport’ for the biological process category (Supplementary Fig. 3J). 

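Transcripts of the kinetochore and of mitosis were at lower levels in control axons as a group. Of 42 tested, 3 were called higher in somata and 0 higher in axons (7 and 0 adjusted over the list alone), 34 had a negative log2 fold change from soma to axon, and the median was -1.85 (camera, adjusted p = 6.07e-06 with the edgeR fit, but adjusted p = 0.51 with an estimated correlation). Of 40 transcripts of DNA replication, 1 was called higher in somata (4 adjusted over the list alone), with a median of -0.80 (adjusted p = 0.00212, and 0.51 with an estimated correlation). Of 36 transcripts of homologous recombination repair, 2 were called higher in somata (3 adjusted over the list alone), with a median of -0.62 (adjusted p = 0.0266, 0.0666 with the replicate block and 0.51 with an estimated correlation). Of 25 fibroblast and mesenchyme markers, many of which encode proteins of the extracellular matrix, 1 was called higher in somata (2 adjusted over the list alone), with a median of -0.57 (adjusted p = 0.0454, and 0.859 with an estimated correlation). Ion channels, receptors and peptides of pain had 31 of 41 transcripts with a negative fold change, 0 called by edgeR or over the list alone, and a median of -0.54 (adjusted p = 0.0521). Neurotrophic factors and receptors had 14 of 21 negative and a median of -0.38 (adjusted p = 0.0456, 0 called or over the list alone), while transcripts of the integrated stress response were higher in axons, with 19 of 24 positive, a median of 0.25 and 2 called (2 over the list alone, adjusted p = 0.00754). For the pain, neurotrophic and stress lists the adjusted p was 0.51 with an estimated correlation. All but the stress list hold transcripts that the paper names from these libraries, so they are not independent evidence. The repair list did not pass without axon control replicate 3 (adjusted p = 0.0795), and the stress list not without axon control replicate 1 (0.0613). The neurotrophic list did not pass without axon control replicate 2 (adjusted p = 0.0547), 3 (0.182) or 4 (0.055) or soma control replicate 3 (0.0526). The fibroblast list did not pass the test without axon control replicate 2 (adjusted p = 0.248), axon control replicate 4 (0.49), soma control replicate 1 (0.0639) or soma control replicate 3 (0.0621). The pain list passed it without axon control replicate 2 (0.0471), axon control replicate 4 (0.0261) or soma control replicate 1 (0.019). Macrophage and microglia markers had a median of 1.62 and an adjusted p of 0.315 with camera's direction lower in axons, and without axon control replicate 3 a median of -4.82 (adjusted p = 9.38e-09).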

Plasma membrane transcripts include ion channels, receptors, transporters, and adhesion molecules (e.g., cadherins), supporting neuronal excitability, synaptic transmission, and communication. Genes encoding extracellular space proteins such as Wnt2, Tnxb, and Mr1, are involved in extracellular matrix organization and signaling. 

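Tnxb encodes tenascin-X, a protein of the extracellular matrix, and lies on chromosome 17 of GRCm39 from 34879427 to 34938789. It had no count in any control axon library and 1.68 ± 1.51 CPM in control somata (n = 4 each), at least 36-fold lower in axons (adjusted p = 0.031 from edgeR). Wnt2 (chromosome 6, 17988939 to 18032771) encodes a secreted signaling protein and was at 0.189 ± 0.378 CPM in axons, with all 11 axonal counts in replicate 2, and at 4.17 ± 2.06 CPM in somata. Its log2 fold change of -4.43 (SE 1.68) had an adjusted p of 0.219. Mr1 (chromosome 1, 155003620 to 155022560), a molecule that presents vitamin B metabolites to T cells, had no axonal count and 1.83 ± 1.19 CPM in somata, at least 39.3-fold lower (adjusted p = 0.0738). Mr1 overlaps Gm30922 and Tnxb overlaps Gm24389, and their reads cannot be told apart by strand. The call of Tnxb was lost without axon control replicate 3 or 4 (adjusted p = 0.0581 and 0.0576) or any 1 soma control library (0.0605 to 0.0726), without a filter (0.054) and with the 8 compared libraries alone (0.0697), and Wnt2 was called without axon control replicate 2 (log2 fold change -9.79, adjusted p = 0.0356). With the 8 compared libraries alone edgeR called Mr1 (log2 fold change -8.66, adjusted p = 0.0496). DESeq2 called Wnt2 (adjusted p = 0.028) and Mr1 (0.00153), and over all settings the adjusted p ran from 0.028 to 0.479 for Wnt2 and from 0.00153 to 0.23 for Mr1.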

Wnt2, in particular, suggests ongoing roles for Wnt signaling in synaptic maintenance (Purro et al., 2014). 

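Plk1, a kinase that drives entry into and passage through mitosis, had no count in any control axon library and 7.92 ± 6.82 CPM in control somata, at least 170-fold lower in axons (adjusted p = 0.0296 from edgeR, n = 4 libraries each). Spdl1, which recruits dynein to kinetochores, likewise had no axonal count and 2.94 ± 2.12 CPM in somata, at least 63.2-fold lower (adjusted p = 0.0285). Bub1b, a kinase-like protein of the spindle checkpoint, had no axonal count and 7.21 ± 7.06 CPM in somata, at least 155-fold lower, with an adjusted p of 0.064. Ccnb1, the mitotic cyclin B1, was at 0.0844 ± 0.169 CPM against 14.1 ± 14.8 CPM (log2 fold change -7.72, SE 2.13, adjusted p = 0.0699), and Aurkb, the kinase of the chromosomal passenger complex, at 0.0516 ± 0.103 CPM against 6.45 ± 7.35 CPM (-6.87, SE 2.00, adjusted p = 0.0884). Soma control replicate 1 held most of these counts, 842 of Plk1 where the other 3 libraries had 101 to 209, and 1673 of Ccnb1 where they had 84 to 370. In GRCm39 the genes lie at 121758658 to 121769107 on chromosome 7 (Plk1), 34700012 to 34724492 on chromosome 11 (Spdl1), 118428684 to 118472073 on chromosome 2 (Bub1b), 100915247 to 100922994 on chromosome 13 (Ccnb1) and 68936450 to 68942490 on chromosome 11 (Aurkb). The calls of Plk1 and Spdl1 were lost without axon control replicate 3 (adjusted p = 0.0581 for both) or replicate 4 (0.0539 and 0.0551) or any 1 soma control library (0.0514 to 0.0723 for Plk1 and 0.0507 to 0.0726 for Spdl1). DESeq2 called Bub1b (adjusted p = 7.31e-26), Ccnb1 (0.000271) and Aurkb (0.00108), and over all settings the adjusted p reached 0.235, 0.171 and 0.323. The value for Bub1b came with a log2 fold change of -22 (SE 1.95), which no axonal count limits. DESeq2 with its prior gave Bub1b -4.04 (SE 1.1, adjusted p = 0.00603).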

Outer kinetochore and centromeric transcripts, such as those coding for Bub1b, Plk1, Spdl1, Ccnb1, Aurkb, and others, are classical mitotic regulators. However, their expression in neurons likely reflects non-canonical functions in cytoskeletal dynamics, synaptic plasticity, DNA repair, and genome stability (Zhao et al., 2019).

**Fig. 2:**
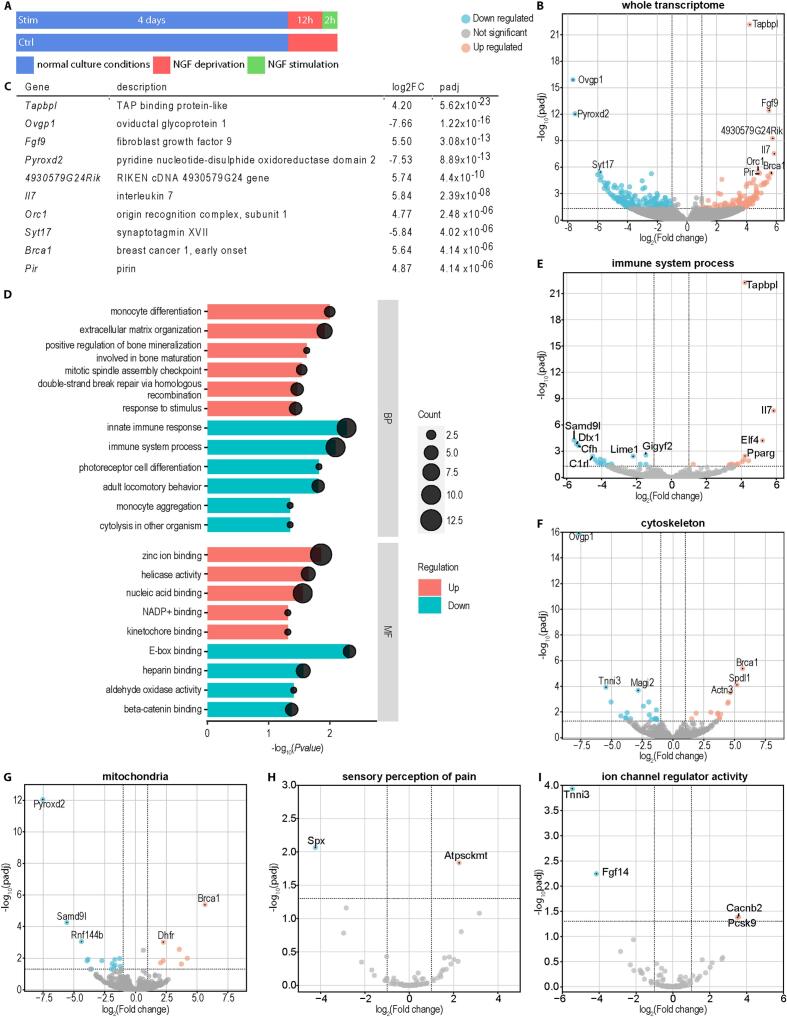
Axonal stimulation with NGF alters transcripts for modulation of the immune system. (A) Schematic representation of the experimental conditions for axonal stimulation with NGF. After DIV 4, axonal NGF was lowered to 2 ng/ml for 12 h, followed by either stimulating with 100 ng/ml NGF (Stim) or maintaining the NGF concentration at 2 ng/ml as a control (Ctrl). (B) Volcano plot depicting the log_2_ fold change and negative log_10_ of the adjusted p (padj) value for all transcripts, comparing stimulated vs. control axons. Cutoffs were set at padj < 0.05 and |log_2_(Fold change)| ≥ 1. (C) Top 10 regulated transcripts according to padj. (D) Top gene ontology terms associated with axonal transcripts altered by NGF stimulation for the categories biological process (BP) and molecular function (MF). Terms enriched for upregulated transcripts are shown in red and for downregulated transcripts in blue. (E-I) Volcano plots for subsets of transcripts belonging to the GO terms ‘immune system process’ (E), ‘cytoskeleton’ (F), ‘mitochondria’ (G), ‘sensory perception of pain’ (H) and ‘ion channel regulator activity’ (I). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

Comparison of the axonally detectable transcripts (Reads Per Kilobase Million (RPKM) > 10 in mean across all axonal Ctrl samples) of DRG neurons to other available datasets showed the presence of all 70 transcripts described as the core neurite transcriptome across neuronal types and species (von Kügelgen and Chekulaeva, 2020). Comparison to the 6,121 axonal transcripts with a FPKM of > 10 detected by Minis et. al., who used explants growing their axons through a membrane, revealed that, of the 17,651 axonal transcripts with an RPKM of > 10 we detected, 5,475 overlapped between the datasets (Supplementary Fig. 4A, (Minis et al., 2014)). These common axonal transcripts were associated with GO terms such as ‘protein binding’, ‘RNA binding’ and ‘protein kinase binding’ for molecular function (MF) and ‘proteasome-mediated ubiquitin-dependent protein catabolic process and protein transport’ for BP (Supplementary Fig. 4B).

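In the 4 control axon libraries 5284 transcripts had a mean RPKM over 10, which is 11.4% of the 46320 genes counted, and 4683 of them are protein coding. In control somata 6117 transcripts passed the same limit, and 4800 passed it in both compartments. RPKM was computed from the deposited counts, the total count of each library and the combined exon length given with the counts. Single control axon libraries held 4339 to 5817 such transcripts, and 386 of the 5284 had no count in at least 1 of the 4 libraries. A count in at least 1 control axon library was found for 24688 genes. The limit itself moves the number, which is 13377 at a mean RPKM over 1 and 2799 when each of the 4 libraries must exceed 10.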

### 3.2 Axonal NGF stimulation alters transcripts related to immune response

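After 2 h of NGF, 4930579G24Rik, an uncharacterized transcript on chromosome 3 (79536386 to 79540127), was at 3.87 ± 0.126 CPM in stimulated axons, with 1 count in all 4 control axon libraries together (0.0131 ± 0.0261 CPM). It was the 1 axonal transcript called higher by edgeR (log2 fold change 7.61, SE 1.03, adjusted p = 0.05, n = 4 libraries each), and 0 were called lower, of 18802 tested. At an unadjusted p under 0.05 there were 1621 transcripts, and 4 had an adjusted p under 0.1. Every stimulated library lay above every control library in 202 transcripts and below in 57, together 1.38% of those tested, where chance gives 2.86%. DESeq2, which pooled the same 16 libraries, called 290 higher and 303 lower, and 185 and 186 with its prior on fold changes. Without control replicates 3 and 4, the libraries with the fewest genes, edgeR called 3 higher and 19 lower, an alternative chosen after seeing the data. Leaving out 1 library moved edgeR's numbers to 24 higher and 6 lower (without control replicate 1), 93 and 16 (control replicate 2), 6 and 0 (stimulated replicate 1) or 6 and 1 (stimulated replicate 4). It left 0 higher without control replicate 4 or stimulated replicate 3, 0 higher and 1 lower without stimulated replicate 2, and 4930579G24Rik was not called without control replicate 3 (adjusted p = 0.0634), control replicate 4 (0.071), stimulated replicate 2 (0.0548) or stimulated replicate 3 (0.0589). Its call was also lost with RLE (adjusted p = 0.0562), without a filter (0.098) and with the 8 axon libraries alone (adjusted p = 1).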

Comparison of the axonal transcriptomes from NGF-stimulated and unstimulated DRG neurons revealed 183 significantly (padj < 0.05 and |log_2_(Fold change)| ≥ 1, Supplementary Table 3) upregulated and 180 downregulated transcripts (Fig. 2B). However, there was no significant dysregulation of somatic transcripts at 2 h after axonal NGF stimulation, indicating that nuclear gene expression is not altered by axonal NGF treatment during this time period (Supplementary Table 4, Supplementary Fig. 5). 

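In the somata of the same cultures no transcript was called 2 h after NGF reached the axons. edgeR called 0 transcripts higher and 0 lower of 18802 tested, DESeq2 called 0, and 5 (edgeR) and 24 (DESeq2) had an unadjusted p under 0.05. Chance alone would give far more at that limit, so these fits were conservative in somata. In simulated counts with a spread for each compartment, edgeR's fit recovered 18% of 4-fold changes in somata, against 81% with the 8 soma libraries alone. The 0 calls of the fit of 16 libraries therefore do not show that somata were unchanged. With the 8 soma libraries alone Il7 had a log2 fold change of 0.0154 (SE 0.586) and was not called. No named gene gained a call in these somata with the soma libraries alone and the replicate block, a fit chosen after seeing the data. Tapbpl was at 7.31 ± 0.757 CPM in somata of stimulated and 6.74 ± 0.786 CPM in those of control cultures (log2 fold change 0.12, SE 0.619, adjusted p = 1, n = 4 libraries each), and Fgf9 at 1.49 ± 0.404 CPM and 1.11 ± 0.151 CPM (0.42, SE 0.841, adjusted p = 1). As groups, the ribosomal protein transcripts had a median log2 fold change of -0.13 (77 of 79 negative, adjusted p = 4.05e-10 with camera) and the respiratory chain one of -0.12 (76 of 79 negative, adjusted p = 1.41e-05), while pain channels, receptors and peptides had one of 0.07 (adjusted p = 0.0132). In all, 6 of 21 lists passed camera. No member of these 3 was called, over all transcripts or adjusted over the list alone, and all 3 lists had adjusted p = 0.989 with an estimated correlation. The ribosomal list did not pass without control replicate 4 (adjusted p = 0.799) and changed sign without stimulated replicate 2 (0.0033, adjusted p = 0.424). The respiratory list did not pass without control replicate 4 (0.023, 0.146), stimulated replicate 1 (adjusted p = 0.322) or stimulated replicate 3 (-0.01, 0.791). The pain list did not pass without control replicate 1 (-0.06, 0.905), control replicate 3 (adjusted p = 0.109), control replicate 4 (0.146) or stimulated replicate 2 (-0.13, 0.607). A test of the difference between the axonal and the somatic effect called 0 transcripts with edgeR (844 at an unadjusted p under 0.05, smallest adjusted p 0.255), and DESeq2 called 86 higher and 80 lower. The paper reads the absence of significant somatic changes as unaltered nuclear gene expression within this time.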

Interestingly, the most significantly upregulated transcript encodes for Tapbpl, which is involved in antigen presentation by MHC Class I modulation (Lin et al., 2021), and the most strongly upregulated transcript encodes for the pro-inflammatory IL-7 (Fig. 2B and C). This suggests that one of the earliest axonal transcriptomic changes after NGF stimulation might influence the immune response that is initiated from sensory neurons. 

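Tapbpl, a chaperone that edits peptides on MHC class I molecules, was at 5.72 ± 0.777 CPM in NGF-stimulated axons and 0.281 ± 0.324 CPM in control axons (n = 4 libraries each). Its 61 to 161 counts per stimulated library stood against 1 to 11 per control library, a log2 fold change of 4.33 (SE 0.724) with an adjusted p of 0.103 from edgeR. Il7, which encodes a cytokine for the survival of lymphocytes, had 84, 9, 128 and 82 counts in the stimulated libraries (3.29 ± 1.79 CPM) and 0 in all 4 control libraries, at least 70.7-fold higher (adjusted p = 0.0525 from edgeR). For each transcript all 4 stimulated libraries lay above all 4 control libraries (exact permutation test, p = 0.029, the smallest that 4 against 4 allow). In GRCm39 Tapbpl lies on chromosome 6 from 125200890 to 125208823 and overlaps E130112N10Rik, and Il7 lies on chromosome 3 from 7637088 to 7678820 and overlaps Gm16685, so reads of these pairs cannot be told apart. In control somata Tapbpl was at 6.74 ± 0.786 CPM, above the control axons (log2 fold change from soma to axon -4.56, SE 0.731, adjusted p = 0.00356, and not called with the 8 compared libraries alone, adjusted p = 0.0679). Without control replicate 2 both transcripts were called (Tapbpl log2 fold change 5.5, adjusted p = 0.00116, and Il7 adjusted p = 0.0115), and Il7 also without control replicate 1 (0.032). Tapbpl was called by edgeR without control replicates 3 and 4 together too (adjusted p = 0.0419), a fit chosen after seeing the data. DESeq2 called both (adjusted p = 1.25e-22 for Tapbpl and 1.58e-08 for Il7), and over all settings the adjusted p ran from 5.62e-23 to 1 for Tapbpl and from 1.58e-08 to 1 for Il7, the 1 being edgeR with the 8 axon libraries alone.

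**Figure D2:**
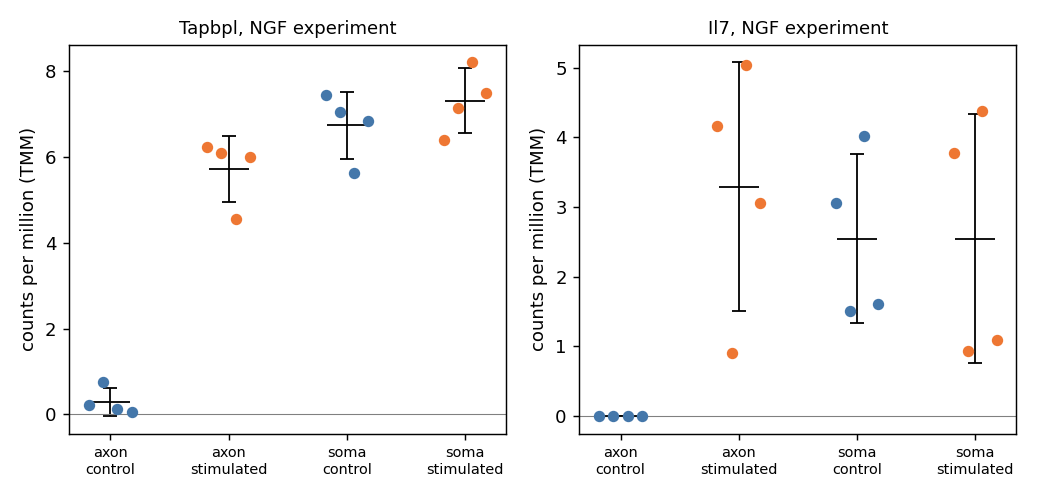
CPM of Tapbpl and Il7 in the 16 libraries of the NGF experiment, 1 point per library, with the mean (bar) and SD (whiskers) of each group of 4. The control axon libraries lie at 0.757 CPM or below for Tapbpl and at 0 for Il7, below all stimulated axon libraries, whose lowest values are 4.57 and 0.898 CPM.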

The other top upregulated transcripts are *Fgf9*, *Orc1* and *Pirin*. 

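Fgf9, a fibroblast growth factor, was at 3.91 ± 1.78 CPM in stimulated axons and 0.0516 ± 0.103 CPM in control axons, where its 3 counts were all in replicate 2 (log2 fold change 6.14, SE 1.10, adjusted p = 0.15 from edgeR, n = 4 libraries each). Orc1, a subunit of the complex that licenses origins of DNA replication, was at 3.06 ± 2.08 CPM against 0.0516 ± 0.103 CPM (5.79, SE 1.22, adjusted p = 0.265). Pir, which encodes Pirin, an iron-binding nuclear protein, was at 1.83 ± 0.94 CPM against 0.0172 ± 0.0344 CPM (6.44, SE 1.11, adjusted p = 0.112). For each of the 3, every stimulated library lay above every control library. The genes lie on chromosome 14 from 58308131 to 58350311 (Fgf9), on chromosome 4 from 108436651 to 108472030 (Orc1, which overlaps Gm12743) and on chromosome X from 163052427 to 163156009 (Pir, which overlaps Gm46692). All 3 were called without control replicate 2 (adjusted p = 0.00116 for Fgf9, 0.0105 for Orc1 and 0.0127 for Pir), whose library held their control counts. DESeq2 called all 3 as well, and over all settings the adjusted p ran from 3.08e-13 to 1 for Fgf9, 2.48e-06 to 1 for Orc1 and 4.14e-06 to 1 for Pir.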

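Ovgp1, an oviductal glycoprotein related to chitinases, was at 0.0394 ± 0.0787 CPM in stimulated axons and 32.4 ± 32.7 CPM in control axons (log2 fold change -9.35, SE 1.39, adjusted p = 0.0525 from edgeR, n = 4 libraries each). Pyroxd2, a mitochondrial protein with an oxidoreductase domain, had 47, 23, 212 and 630 counts in the control libraries (14.2 ± 14.2 CPM) and 0 in all 4 stimulated libraries, at least 389-fold lower (adjusted p = 0.0729 from edgeR). Syt17, a synaptotagmin, was at 0.0197 ± 0.0394 CPM against 11.5 ± 14.7 CPM (log2 fold change -8.70, SE 1.80, adjusted p = 0.265), and 701 of its control counts came from replicate 4 and 0 from replicate 3 (exact permutation test, p = 0.143). For Ovgp1 and Pyroxd2 every stimulated library lay below every control library. The genes lie on chromosome 3 from 105881118 to 105894739 (Ovgp1), on chromosome 19 from 42714296 to 42741261 (Pyroxd2, which overlaps Gm19437) and on chromosome 7 from 117979936 to 118048120 (Syt17). Ovgp1 and Pyroxd2 were called without control replicate 1 (adjusted p = 0.0133 and 0.0179) or control replicate 2 (0.00217 and 0.00512). Without control replicates 3 and 4 together, a fit chosen after seeing the data, edgeR called Ovgp1, Pyroxd2 and Syt17 (adjusted p = 0.0419 for each). DESeq2 called all 3, and over all settings the adjusted p ran from 1.22e-16 to 1 for Ovgp1, 8.89e-13 to 1 for Pyroxd2 and 3.64e-09 to 0.51 for Syt17.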

The top downregulated transcripts are *Ovgp1*, *Pyroxd2* and *Syt17* (Fig. 2C). GO term analysis revealed an enrichment of functions related to ‘monocyte differentiation’, ‘extracellular matrix organization’ and ‘double strand break via homologous repair’ among upregulated transcripts, and functions related to ‘innate immune response’, ‘immune system process’ and ‘monocyte aggregation’ among downregulated transcripts (Fig. 2D). 

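Transcripts of macrophages and microglia were at lower levels in stimulated axons as a group. Of 19, edgeR called 0 over all transcripts and 12 as lower adjusted over the list alone, 18 had a negative log2 fold change, and the median was -6.99 (-6.55 with transcripts absent from a group at their bound, and adjusted p = 1.03e-07 from camera, but adjusted p = 0.625 with an estimated correlation). Csf1r, the receptor for macrophage colony-stimulating factor, had 117, 11, 1170 and 0 counts in the control axon libraries and 0 in the stimulated ones, at least 951-fold lower (adjusted p = 0.324 from edgeR). C1qa, a chain of complement C1q, had 2213 of its 2227 control counts in replicate 3 (at least 1720-fold lower, adjusted p = 0.326). These markers took 0.548% of all counts in control axon replicate 3, at most 0.00837% in the other 3 control axon libraries and at most 0.00395% in the stimulated ones. Without that library the list's median was -0.90 (adjusted p = 0.116). Nuclear-retained RNAs were lower too, with 11 of 12 negative and a median of -1.40 (adjusted p = 1.74e-05, but adjusted p = 0.401 with an estimated correlation, 0 called, 1 lower adjusted over the list alone), for example Firre at 41.7 against 190 CPM (log2 fold change -2.19, SE 0.547, adjusted p = 0.324), but not without control replicate 3 (-0.13, adjusted p = 0.0848). Interferon response transcripts were lower as well, with 36 of 43 negative, a median of -1.07 and an adjusted p of 9.34e-07 (adjusted p = 0.401 with an estimated correlation, 0 called, 2 lower adjusted over the list alone). Of 18 complement transcripts 13 were negative, with a median of -3.03 (adjusted p = 0.00979, but adjusted p = 0.482 with an estimated correlation, 0 called, 1 higher and 4 lower adjusted over the list alone), and this list did not pass without control replicate 3 (0.22, adjusted p = 0.215) or stimulated replicate 3 (-3.03, adjusted p = 0.0844). Fibroblast and matrix transcripts were higher, with 21 of 25 positive and a median of 0.35 (adjusted p = 0.0122, but adjusted p = 0.872 with an estimated correlation, 0 called or over the list alone), for example Fn1, fibronectin, at 3026 ± 1966 CPM against 1155 ± 961 CPM (log2 fold change 1.39, SE 0.763, adjusted p = 0.728, n = 4 libraries each). That list did not pass without control replicate 2 (0.066, adjusted p = 0.251), control replicate 4 (-0.01, 0.365) or stimulated replicate 1 (-0.0022, 0.308). The interferon, complement and fibroblast lists hold transcripts that the paper names from these libraries, so they are not independent evidence.

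**Figure D3:**
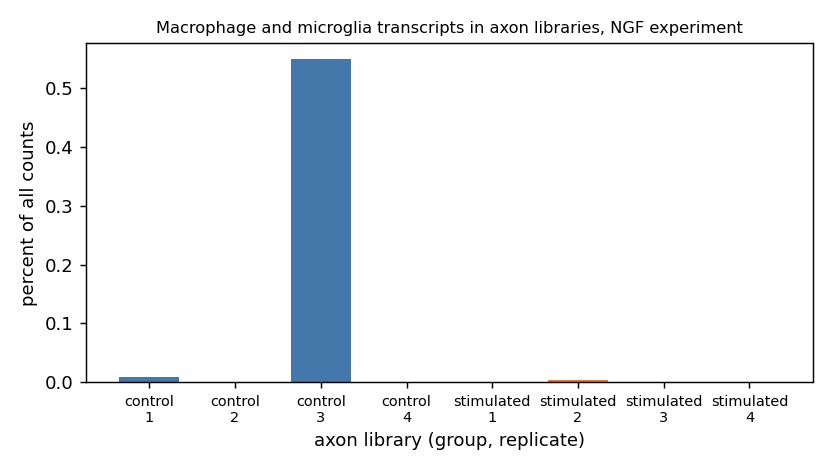
Share of all counts, in percent, that fell on 19 macrophage and microglia transcripts in each of the 8 axon libraries of the NGF experiment (blue bars control, orange bars stimulated, 1 library per bar). Control replicate 3 stands at 0.548% and all other libraries at 0.00837% or below.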

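Transcripts of homologous recombination repair leaned to higher levels in stimulated axons without passing the test. Of 36 tested, 26 had a positive log2 fold change and the median was 0.58 (0.53 with transcripts absent from a group at their bound). camera gave it an adjusted p of 0.17, and 0.872 with an estimated correlation. edgeR called 0 of them over all transcripts and 1 higher adjusted over the list alone. DNA replication transcripts were higher as a group, with 28 of 40 positive and a median of 0.51 (adjusted p = 0.000242, and adjusted p = 0.625 with an estimated correlation), 0 called and 2 higher adjusted over the list alone. Kinetochore and mitosis transcripts had 29 of 42 positive and a median of 0.70 (adjusted p = 0.0135, and adjusted p = 0.872 with an estimated correlation), 0 called and 1 higher adjusted over the list alone. Spc25, a kinetochore protein that overlaps Nostrin, was at 10.4 ± 2.17 CPM against 0.896 ± 1.07 CPM (log2 fold change 3.51, SE 1.14, adjusted p = 0.351, n = 4 libraries each). The paper names members of all 3 lists from these libraries, so they are not independent evidence. The repair list passed without stimulated replicate 1 (0.68, adjusted p = 0.00309), and the kinetochore list did not without control replicate 1 (adjusted p = 0.13), control replicate 2 (0.0742), stimulated replicate 2 (0.195) or stimulated replicate 3 (0.0617).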

Upregulation of the transcript encoding Pirin, a sensor of oxidative stress that limits DNA damage, and the transcripts included in the GO term ‘double strand break via homologous repair’ indicate that mitochondrial maintenance and function might be modulated by NGF stimulation (Hu et al., 2021, Suzukawa et al., 2000). 

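Values in both directions were found among transcripts of each of the 3 kinds, and none was called by edgeR over all transcripts. Among immune transcripts Elf4, a transcription factor of innate immunity, had 207, 78, 148 and 0 counts in the stimulated axon libraries and 0 in the controls, at least 128-fold higher (adjusted p = 0.265 from edgeR). Pparg, a nuclear receptor of lipid metabolism and inflammation, was at 1.97 ± 2.28 CPM against 0.0114 ± 0.0228 CPM (log2 fold change 6.68, SE 1.64, adjusted p = 0.316, n = 4 libraries each). Samd9l, an antiviral factor, Dtx1, a ubiquitin ligase of the Notch pathway, and Cfh, complement factor H, had no count in stimulated axons and were at least 362-fold, 394-fold and 1180-fold lower (adjusted p = 0.281 for each). Of their counts 283, 460 and 1204 were in control replicate 3, the library with macrophage markers, and 0 in control replicate 4. Lime1, an adaptor of lymphocyte receptors that overlaps Zbtb46, had a log2 fold change of -2.27 (SE 0.536, adjusted p = 0.281), and Gigyf2, a translational repressor, one of -1.48 (SE 0.332, adjusted p = 0.281). Among cytoskeletal transcripts Spdl1 was at least 89.1-fold and Actn3, a muscle actinin, at least 36.4-fold higher (adjusted p = 0.281 for both), and Magi2, a synaptic scaffold, had a log2 fold change of -2.99 (SE 0.649, adjusted p = 0.265). Among mitochondrial transcripts Dhfr, dihydrofolate reductase, was at 6.80 ± 3.25 CPM against 1.28 ± 1.07 CPM (2.40, SE 0.612, adjusted p = 0.324, in part overlapping Msh3). Rnf144b, a ubiquitin ligase, was at 0.0467 ± 0.0933 CPM against 3.05 ± 2.91 CPM (-5.72, SE 1.49, adjusted p = 0.324, overlapping Gm40935). Without control replicate 2 edgeR called Lime1 (adjusted p = 0.0271), Gigyf2 (0.012), Magi2 (0.00859) and Dhfr (0.0271), without stimulated replicate 4 Elf4 (0.0294), and without stimulated replicate 1 Actn3 (0.0269). DESeq2 called these transcripts too, with adjusted p from 8.03e-07 for Dtx1 and 1.76e-06 for Elf4 to 0.0016 for Pparg and 0.00198 for Lime1. The largest adjusted p of these 4 over all settings were 0.526, 0.51, 0.51 and 1.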

Interestingly, transcripts contained in the GO terms ‘immune system process’, ‘cytoskeleton’ and ‘mitochondria’ were both up- and downregulated (Fig. 2E-G), indicating differential regulation of these pathways. For example, downregulation of the transcript encoding pyridine nucleotide-disulphide oxidoreductase domain 2 (Pyroxd2) might indicate that mitochondrial function is reduced in axons after NGF stimulation (Wang et al., 2019), supporting the notion that mitochondrial dysfunction is associated with pain signaling (van den Ameele et al., 2020). In contrast, Brca1, which is essential for mitophagy and is involved in DNA repair (Chen et al., 2020), is upregulated suggesting a compensatory response to stressed and damaged mitochondria. 

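Transcripts of the respiratory chain were at similar levels in stimulated and control axons. Of 79 nuclear-encoded ones edgeR called 0 in either direction (0 also adjusted over the list alone), 67 had a positive log2 fold change, and the median was 0.18 against 0.07 for all transcripts. The mean of the single-transcript statistics, which camera tests, pointed the other way (adjusted p = 0.92). Ribosomal protein transcripts had 64 of 79 positive, a median of 0.11 and an adjusted p of 0.914, again with camera's direction lower. Transcripts of the axonal cytoskeleton and growth had 17 of 28 positive, a median of 0.08 and an adjusted p of 0.92, and passed as lower without control replicate 1 (-0.15, adjusted p = 0.0312). The respiratory list passed as lower without stimulated replicate 2 (median -0.38, adjusted p = 6.5e-06) and passed without control replicate 1 (median 0.01, adjusted p = 0.0285), and the ribosomal list passed as lower without stimulated replicate 2 (-0.24, adjusted p = 6.36e-05).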

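Brca1, which repairs DNA breaks by homologous recombination, had 0, 46, 254 and 174 counts in the 4 stimulated axon libraries (5.27 ± 4.17 CPM) and 0 in all 4 control libraries. This is at least 113-fold higher, with an adjusted p of 0.265 from edgeR. Stimulated replicate 1 shared the value of the controls, so the groups overlap (exact permutation test, p = 0.143). Brca1 lies on chromosome 11 of GRCm39 from 101379587 to 101442808. In control somata it was above control axons (at least 76.7-fold lower in axons, adjusted p = 0.0178), a call that was lost without soma control replicate 3 (adjusted p = 0.0519). The axonal difference was called by edgeR without stimulated replicate 1 (adjusted p = 0.0113) and by DESeq2 with all libraries (3.69e-07), and over all settings the adjusted p ran from 3.69e-07 to 0.51.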

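Atpsckmt, a methyltransferase of the ATP synthase c subunit, was at 9.18 ± 6.54 CPM in stimulated and 1.64 ± 1.13 CPM in control axons (log2 fold change 2.47, SE 0.86, adjusted p = 0.359 from edgeR, n = 4 libraries each). Every stimulated library lay above every control library (exact permutation test, p = 0.029). Spx, a neuropeptide, had 63, 10, 0 and 0 counts in the control libraries and 0 in the stimulated ones, at least 27.3-fold lower, and was under edgeR's filter on low counts. The genes lie on chromosome 15 from 31602262 to 31624652 (Atpsckmt) and on chromosome 6 from 142359114 to 142365466 (Spx). DESeq2 called Spx (adjusted p = 0.00412) and Atpsckmt (0.00955, and up to 1 over all settings).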

For the GO term ‘sensory modulation of pain’ only the transcript encoding ATP Synthase C Subunit Lysine N-Methyltransferase (*Atpsckmt*) is upregulated and the transcript for Spexin Hormone (*Spx*) is downregulated (Fig. 2H). 

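Cacnb2, a subunit of voltage-gated calcium channels, had 0, 0, 106 and 7 counts in the stimulated axon libraries and 0 in the controls, at least 23.8-fold higher (adjusted p = 0.336 from edgeR). Pcsk9, a protease that lowers the LDL receptor, had 0, 16, 54 and 0 counts against 0, at least 20-fold higher (adjusted p = 0.327). Tnni3, cardiac troponin I, had no count in stimulated axons and 2, 0, 47 and 194 counts in the controls, at least 97.9-fold lower (adjusted p = 0.281). Fgf14, which binds voltage-gated sodium channels, was at 0.0748 ± 0.15 CPM against 5.26 ± 6.36 CPM, with 287 of its control counts in replicate 4 (log2 fold change -6.47, SE 1.82, adjusted p = 0.324, n = 4 libraries each). In each of the 4 the libraries of both groups overlapped (exact permutation test, p = 0.143 to 0.429). The genes lie on chromosome 2 from 14608672 to 14993622 (Cacnb2), on chromosome 4 from 106299531 to 106321522 (Pcsk9), on chromosome 7 from 4521304 to 4526228 (Tnni3) and on chromosome 14 from 124211853 to 124915098 (Fgf14), and each overlaps another gene. Tnni3 was called without control replicate 2 (adjusted p = 0.0316), and DESeq2 called all 4, with adjusted p of 0.00945, 0.00954, 4.23e-05 and 0.000955 and, over all settings, up to 0.614, 0.591, 0.785 and 1.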

For the term ‘ion channel regulator activity’, *Cacnb2* and *Pcsk9* are upregulated and *Tnni3* and *Fgf14* are downregulated (Fig. 2I). *Cacnb2*, encoding calcium voltage-gated channel auxiliary subunit beta 2, can modulate L-type calcium channels, regulating excitability and neuronal activity. Its upregulation has been linked to neuropathic pain (Yu et al., 2019). *Pcsk9*, encoding proprotein convertase subtilisin/kexin Type 9, can degrade the LDLR receptor, dysregulating LDL cholesterol. In DRG neurons, it shows pro-apoptotic properties through reducing ApoER2 and can disturb lipid hemostasis of Schwann cells (Jaafar et al., 2023). Knockout of Pcsk9 might reduce thermal and mechanical pain sensitivity and neuropathy in mice (Jaafar et al., 2024). This effect is accompanied by a reduction in Schwann cells associated with sensory fibers, Remak Fiber axonal swelling, and mitochondrial defects in peripheral nerves. This suggests that an upregulation of Pcsk9 could lead to a sensitization to pain. *Tnni3*, encoding cardiac troponin I, can regulate muscle contractions by blocking actin-myosin interactions depending on the calcium concentration. Its role in neurons is unknown, but it can be dysregulated in postherpetic neuralgia (Qiu et al., 2020). *Fgf14*, encoding the Fibroblast growth factor 14, can modulate NaV channel activity, altering neuronal firing and excitability (Lou et al., 2005). It might also be modulating presynaptic calcium-levels (Yan et al., 2013). These effects, however, seem to be cell type specific (Di Re et al., 2017) and the exact role of Fgf14 in DRGs is not known.

To investigate the specificity of these axonal transcriptome alterations induced by NGF stimulation, we performed RNA-seq analysis on compartmentalized DRG neurons stimulated with ciliary neurotrophic factor (CNTF), which induces pain signaling pathways through STAT3-dependent upregulation of IL-6 (Hu et al., 2020). 

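The CNTF experiment also holds 16 libraries, 4 each of axons and somata from control cultures and from cultures whose axons received 100 ng/ml CNTF for 2 h after 24 h without it. CNTF, ciliary neurotrophic factor, signals through a receptor of Cntfr, Lifr and gp130, and the axonal growth medium held 40 ng/ml NGF, with no lowering stated for this experiment. The deposited values are again expected counts of the kind described for NGF, over 43322 genes, with 35.9% of the nonzero values not whole. Total counts were 15673252 to 25328270 (median 19695326) in the control axon libraries and 17856328 to 27727522 (median 20281267) in the stimulated ones. They were 20873023 to 26598702 (median 23010250) in the control soma libraries and 14472391 to 27386701 (median 24537343) in those of stimulated cultures. The same fit and thresholds were used, with 17466 transcripts after the filter. Control axon replicate 3 and stimulated axon replicate 2 held nearly the same counts. Across genes their log CPM had a Pearson r of 0.995, where the next highest of the 28 pairs of axon libraries had 0.886, and 0 genes had 20 or more counts in one and 0 in the other, where the next lowest pair had 659. Their chi-square per gene of 3.25 lay above sampling noise and far below the next lowest of 85.9. Both stayed in the main fit although they may not be separate samples, so n = 4 in CNTF axons counts libraries only. Each group holds 1 of them, which can lower the number of calls. The results without both are given as an alternative chosen after seeing the data.

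**Figure D4:**
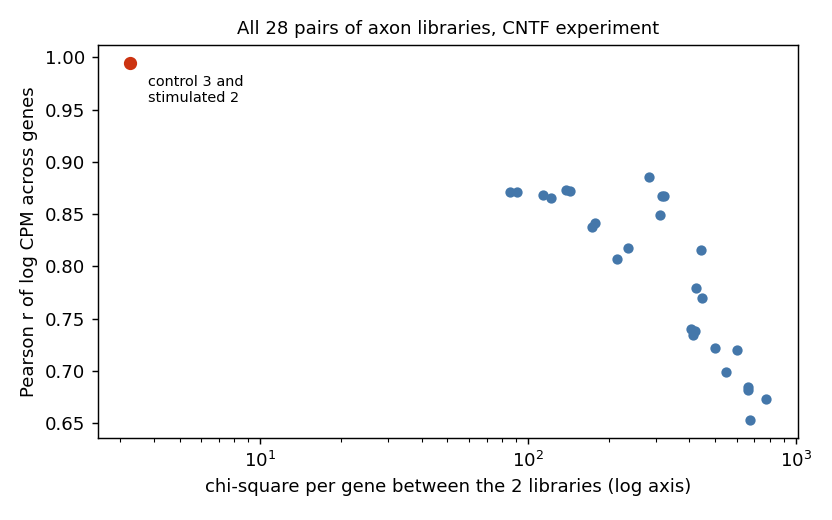
Similarity of all 28 pairs of axon libraries in the CNTF experiment, with the chi-square per gene between both libraries on the horizontal log axis and the Pearson r of log CPM across genes on the vertical axis, 1 point per pair. Control replicate 3 and stimulated replicate 2 (red) stand apart at a chi-square per gene of 3.25 and r of 0.995.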

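In axons stimulated with CNTF the transcripts of the respiratory chain were higher as a group, with all 79 log2 fold changes positive and a median of 0.64 (camera, adjusted p = 1.7e-10, but adjusted p = 0.921 with an estimated correlation, 0 called or over the list alone). Sdhb, a subunit of succinate dehydrogenase, was at 515 ± 327 CPM against 245 ± 33.6 CPM (log2 fold change 1.07, SE 0.369, adjusted p = 0.337 from edgeR, n = 4 libraries each). Ribosomal protein transcripts were higher too, with 69 of 79 positive and a median of 0.24 (adjusted p = 0.00347, and 0.921 with an estimated correlation, 0 called or over the list alone). Transcripts of Schwann cells and satellite glia were lower, with 15 of 18 negative and a median of -0.995 (adjusted p = 0.00203, and 0.921 with an estimated correlation, 0 called or over the list alone). Among them Mpz, the main myelin protein of Schwann cells, was at 0.243 ± 0.328 CPM against 8.53 ± 5.95 CPM (-5.17, SE 1.83, adjusted p = 0.337). Transcripts of synaptic vesicles had a median of -0.28 (adjusted p = 0.281), targets of STAT3 and gp130 one of -0.36 (adjusted p = 0.102), and immediate early transcripts one of -0.05 (adjusted p = 0.628). edgeR called 0 single transcripts of 17466 (2192 at an unadjusted p under 0.05, smallest adjusted p 0.332), DESeq2 called 99 higher and 225 lower, and 65 and 156 with its prior on fold changes. Without both near-identical libraries edgeR called 19 higher and 154 lower, and without stimulated replicate 2 alone 88 and 207. It called 1 and 14 without control replicate 3 alone. The ribosomal list did not pass without control replicate 3 (adjusted p = 0.0845), control replicate 4 (0.171) or stimulated replicate 4 (-0.19, 0.33). The glial list did not pass without stimulated replicate 2 (-0.76, adjusted p = 0.0691) or stimulated replicate 3 (-0.55, 0.175), and the synaptic list passed without control replicate 4 (-0.43, 0.0357).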

191 axonal transcripts were dysregulated by CNTF treatment and downregulated transcripts were associated with GO terms such as ‘synapse organization’, ‘positive regulation of cell adhesion’ and ‘neuron fate commitment’ (Supplementary Table 5, Supplementary Fig. 6). 

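Of 16558 transcripts tested in both experiments edgeR called 0 in both, since CNTF gave 0 calls. With DESeq2 and its prior on fold changes, 10 transcripts were called in both, 2 in the same direction and 8 in opposite directions. Taking transcripts as independent, chance would give 0.539 higher and 1.2 lower in both, where 0 and 2 were found. It would give 1.27 transcripts higher after NGF and lower after CNTF, where 8 were found, and 0.511 the other way, where 0 were found. Without the near-identical CNTF axon libraries, control replicate 3 and stimulated replicate 2, the same method called 5 higher and 12 lower in both, 23 higher after NGF and lower after CNTF, and 6 the other way, a fit chosen after seeing the data. Chance would give 6.68 higher and 7.53 lower in both in that fit, which called more transcripts after CNTF. The numbers expected there for opposite directions were not computed. With all libraries Mreg, melanoregulin, and Mro, maestro, were lower after both treatments, Mreg with log2 fold changes of -2.68 (adjusted p = 0.0112 from DESeq2) after NGF and -1.41 (adjusted p = 0.034) after CNTF, and Mro with -3.65 (adjusted p = 0.0336) and -3.82 (adjusted p = 0.0149). The other 8 were higher after NGF and lower after CNTF, among them Slc19a3, a thiamine transporter, with 4.41 (adjusted p = 0.00493) and -4.53 (adjusted p = 0.00275), Col9a2, a collagen chain, and Myb, a transcription factor. The remaining ones were Ago4, Cpa4, Usp43, Zfp808 and Rtl3. Without its prior DESeq2 called 5 in the same direction, all lower, 9 higher after NGF and lower after CNTF, and 1 lower after NGF and higher after CNTF. Both experiments have their own control libraries.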

The overlap between the axonal transcripts differentially regulated by NGF and CNTF treatment is very small, with only ten transcripts being significantly dysregulated similarly under both conditions (Supplementary Fig. 7).

### 3.3 Upregulation of axonal *Il7* transcript after NGF stimulation

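After CNTF, Il7 was at 1.86 ± 2.83 CPM in stimulated and 3.84 ± 6.36 CPM in control axons (log2 fold change -1.05, SE 1.73, adjusted p = 0.852 from edgeR, n = 4 libraries each), and control replicate 2 alone held 13.3 CPM. The sign turned to 1.39 without that library. Control axons of the CNTF cultures, for which no lowering of axonal NGF is stated, held Il7 reads in 2 of 4 libraries, where those of the NGF cultures had none. Tapbpl was at 9.29 ± 6.56 CPM after CNTF against 7.30 ± 4.2 CPM (log2 fold change 0.35, SE 0.559, adjusted p = 0.846), and its sign turned without stimulated replicate 1 (-0.19, adjusted p = 0.947). Il6, a cytokine that signals through gp130 and whose gene overlaps A230098N10Rik, was at 1.81 ± 3.63 CPM against 1.34 ± 0.878 CPM (0.43, SE 1.61, adjusted p = 0.947), with all stimulated reads in replicate 4. The sign of Il6 turned with the replicate block (-1.19, adjusted p = 0.851) and without that library (-7.90, adjusted p = 0.338), which leaves no stimulated reads.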

According to our data, the *Il7* transcript was one of the top upregulated axonal transcripts after NGF stimulation. To validate this finding, we performed RT-qPCR for *Il7* on axonal and somatic RNA from NGF-stimulated and unstimulated compartmentalized DRG neurons. This showed a 1.75-fold increase in *Il7* transcript levels in axons after 2 h of NGF stimulation, while no change was detectable in the somatic compartment (Fig. 3A). Next, we performed IL-7 immunostaining on stimulated and unstimulated DRG neurons to investigate whether NGF treatment also alters the levels of axonal IL-7 protein. There was a slight reduction in the levels of IL-7 in the growth cones between unstimulated DRG neurons and neurons stimulated with NGF for 4 h (Fig. 3B and C). This points towards the possibility that newly synthesized IL-7 is rapidly secreted from axons following NGF stimulation. To test this possibility, we precipitated total protein from the axonal cell culture supernatant and investigated IL-7 levels by immunoblotting. This revealed a marked increase of IL-7 levels in the supernatant of the axonal compartment by Western blot analysis (Fig. 3D). Quantification of this signal (Fig. 3E) supports the conclusion that high levels of IL-7 are released from axons of sensory neurons after NGF stimulation for 2 h (Fig. 3D and E, one sample *t*-test, p = 0.0159, normality was tested with the Shapiro-Wilk test). Together, this suggests that *Il7* transcripts are rapidly upregulated upon NGF exposure followed by release of IL-7 from axons into the extracellular environment.

**Fig. 3:**
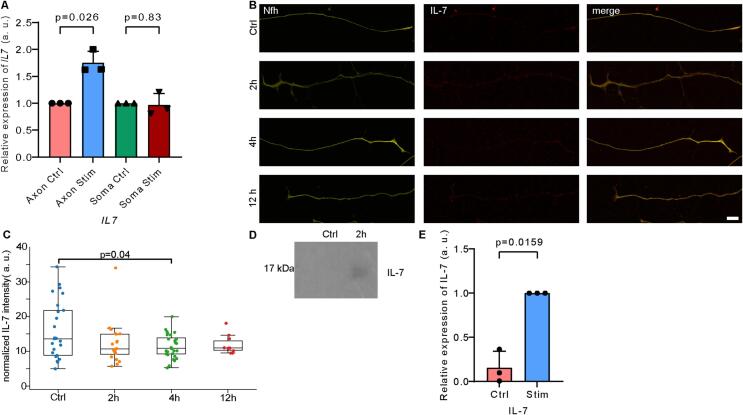
Release of axonal IL-7 upon NGF stimulation. (A) qPCR analysis of *Il7* mRNA levels in soma and axon of unstimulated control and NGF-stimulated DRG neurons. Data are mean ± SD (n = 3). Statistical analysis was performed using a one-sample *t*-test. (B) Immunofluorescence staining of axons after NGF stimulation for Nfh (yellow) and IL-7 (red). Scale bar: 10 μm. (C) Quantification of IL-7 immunosignal intensities. Data are shown as Tukey box plots (n = 10–27 axons from three independent experiments). Statistical analysis was performed using one way ANOVA with Tukey’s post-hoc comparisons. (D) Immunoblot analysis of IL-7 in precipitated axonal supernatants from unstimulated control DRG neurons and DRG neurons stimulated for 2 h with NGF. (E) Quantification of IL-7 levels in axonal supernatants from control and NGF-stimulated (2 h) DRG neurons. Data are mean ± SD (n = 3). Statistical analysis was performed using a one-sample *t*-test. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

### 3.4 Assembly of ribosomal subunits in axonal growth cones is not increased by NGF stimulation

Our data indicate that IL-7 is rapidly synthesized in axons upon NGF treatment. This might involve rapid assembly of ribosomal subunits for translational activation. To address this possibility, we performed immunostaining of NGF-stimulated and unstimulated DRG neurons for the ribosomal proteins Rpl24 and Rps6, which are components of the 60S and 40S ribosomal subunits. As the two ribosomal subunits assemble, they move together spatially within a range of 200–300 Å, which can be visualized using Structured Illumination Microscopy (SIM), as previously demonstrated (Deng et al., 2021). Statistical analysis was performed using Kruskal-Wallis test and subsequent pairwise comparisons (n = 60–80 growth cones from three independent experiments). Co-staining and subsequent colocalization analysis showed that co-localization of Rpl24 and Rps6 was significantly reduced after 1 min (p = 0.025) NGF stimulation but not after 10 or 30 min. (Supplementary Fig. 8). This indicates that mechanisms other than enhanced ribosome assembly such as re-activation of stalled polysomes contribute to enhanced IL-7 synthesis upon NGF stimulation (Anadolu et al., 2023, Graber et al., 2013).

### 3.5 Axonal NGF stimulation causes a transient increase in the surface localization of the TrkB receptor

While NGF signals via binding to the TrkA receptor it is possible that NGF stimulation might also lead to secondary signaling via other neurotrophic factors such as brain-derived neurotrophic factor (BDNF) (Michael et al., 1997). To investigate whether auto- or paracrine BDNF-TrkB signaling is induced by NGF stimulation, the axonal compartment of DIV 3 sensory neurons grown in microfluidic chambers was treated with NGF followed by a cell-surface TrkB localization assay (Hennlein et al., 2023) (Fig. 4A). This revealed a steady increase in the surface TrkB localization at the growth cones after NGF stimulation over the course of 30 min (Fig. 4B Kruskal-Wallis test and subsequent Pairwise comparisons, p adj. = 0.0015). This indicates that NGF exposure, in addition to modulating the axonal transcriptome, induces BDNF-TrkB signaling via regulating its plasma membrane localization.

**Fig. 4:**
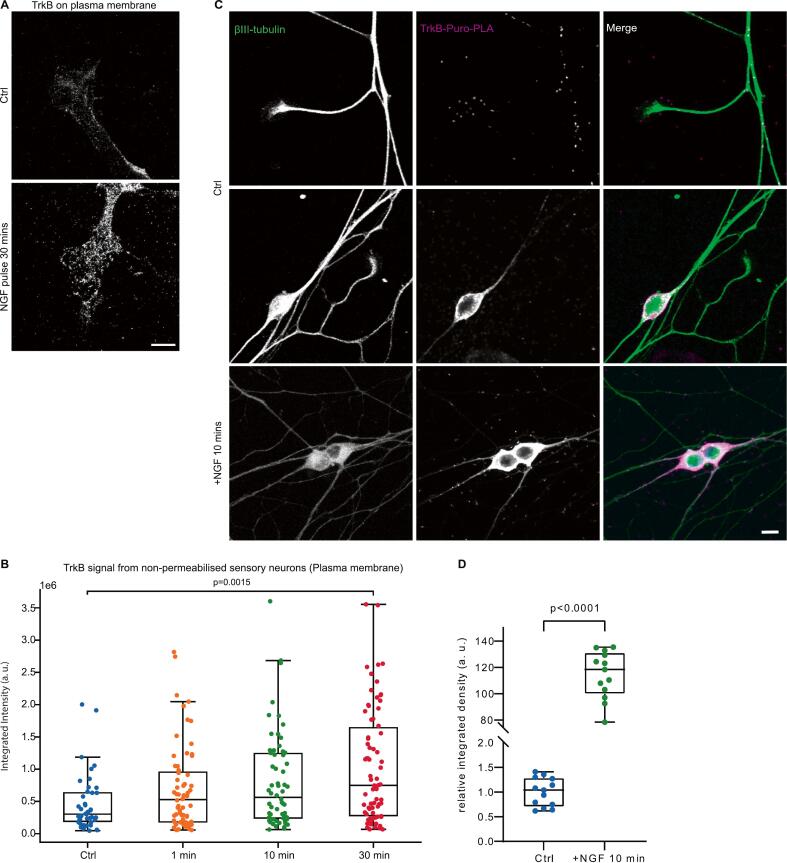
Enhanced synthesis and surface translocation of TrkB upon NGF stimulation. (A) Presence of TrkB at the plasma membrane visualized by super-resolution microscopy (SIM) in growth cones of compartmentalized microfluidic chambers. Scale bar: 5 µm. (B) Quantification of TrkB signal on the plasma membrane. Data are shown as Tukey box plots (n = 43–74 growth cones from three independent experiments). Statistical analysis was performed using Kruskal-Wallis test and subsequent pairwise comparisons. (C) TrkB-Puro-PLA signal in cultured control DRG neurons and DRG neurons stimulated with NGF for 10 min. Scale bar: 5 μm. (D) Quantification of the Puro-PLA signal intensities in somata. Data are shown as Tukey box plots (n = 14 cells). Statistical analysis was performed using Mann-Whitney Test.

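Ntrk1, the gene of the NGF receptor TrkA, was at 700 ± 46.9 CPM in NGF-stimulated and 712 ± 405 CPM in control axons (log2 fold change -0.03, SE 0.331, adjusted p = 1 from edgeR, n = 4 libraries each). Ntrk2, the gene of TrkB, was counted in 1 stimulated library (70 counts, replicate 4) and 1 control library (69 counts, replicate 2) and had 0 counts in the other 6 axon libraries. Its log2 fold change was -0.83 (SE 2.00, adjusted p = 0.994). The sign of Ntrk2 turned with the replicate block (0.90) and without control replicate 2 (7.15), with no call in either setting. That of Ntrk1 turned in the same settings (0.09 and 0.40) and without stimulated replicate 1 (0.01), again with no call. Ntrk3, the gene of TrkC, was at 5.43 ± 3.41 CPM against 22.4 ± 26.9 CPM (-2.03, SE 1.02, adjusted p = 0.652). In somata Ntrk2 was at 4.24 ± 4.69 CPM in stimulated and 4.37 ± 4.14 CPM in control cultures (-0.04, SE 1.95, adjusted p = 1). Of 21 neurotrophic factors and receptors edgeR called 0 in axons (0 also adjusted over the list alone), with a median of -0.04 (camera, adjusted p = 0.914), and DESeq2 called none of the 3 receptors. The list holds these receptors, so it is not independent evidence. The genes lie on chromosome 3 from 87685551 to 87702549 (Ntrk1), on chromosome 13 from 58954286 to 59281784 (Ntrk2, which overlaps Gm53063) and on chromosome 7 from 77825711 to 78228865 (Ntrk3, which overlaps Gm39038).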

Since the transcripts encoding Trk receptors were not altered significantly by NGF stimulation in our RNA-seq data, we questioned whether there is a change in the surface presentation of TrkB receptors due to enhanced de novo synthesis of TrkB protein by NGF. Therefore, we investigated whether a pulse of NGF affects the intracellular production of TrkB at different subcellular sites. For this purpose, we performed a puromycin labeling proximity ligation assay (Puro-PLA) on NGF-stimulated and unstimulated DRG neurons to label nascent TrkB. In this assay, puromycin is incorporated into actively translated polypeptides. As a result, PLA with antibodies against the N-terminus of TrkB and puromycin can aid the visualization of newly synthesized TrkB receptors (tom Dieck et al., 2015). The signal corresponding to TrkB-Puro-PLA was observed mainly near the cell soma (Fig. 4C). We observed a marked increase in this Puro-PLA signal near the soma after 10 mins of NGF stimulation concurrent to the Puromycin treatment (Fig. 4D, Mann-Whitney Test, p < 0.0001). PLA Signal from the axons and growth cones was observed sporadically and these areas were therefore excluded from the analysis.

## 4 Discussion

NGF is released after injury and under inflammatory conditions from macrophages, fibroblasts and other types of nonneuronal cells (Barker et al., 2020). NGF then binds to the TrkA receptor and the pan-neurotrophin receptor p75NTR on sensory neurons and elicits nuclear responses after retrograde transport to the soma, but also local responses at the axonal sites (Campenot, 1994). These local responses include rapid effects on the cytoskeleton and modulation of ion channels such as TrpV1 via local PI3K and Src kinase signaling (Ketschek et al., 2015, Zhang et al., 2005). These rapid local effects are highly relevant for the functionality of nociceptors. In many types of neurons, neurotrophin signaling has strong effects on local protein production (Lin and Holt, 2008). In axons and presynaptic terminals, neurotrophin signaling also leads to rapid assembly of ribosomes, both polysomal particles and also ribosomes that are associated with the axonal tubular endoplasmic reticulum (Deng et al., 2021). These effects are induced by BDNF in motoneurons and other types of neurons from the central nervous system. These mechanisms create the prerequisites also for both rapid axonal changes that contribute to acute pain sensitization, as well as the long-term alterations responsible for chronic pain.

However, the dynamic regulation of transcripts in axons of sensory neurons involved in pain sensitization and chronic pain induction has so far not been investigated in detail. In particular, we study the dynamic changes in the axonal transcriptomic profile after local stimulation with NGF and the induced effect on localized signaling.

In order to study local effects of NGF on axonal transcript distribution, protein synthesis and TrkB distribution, we optimized techniques for microfluidic cultures of embryonic DRG neurons. The use of embryonic rather than adult DRG neurons allowed us to obtain a sufficient number of neurons to harvest axonal RNA for RNA-seq analysis following axonal NGF stimulation. While this might differ from adult DRG neurons, it is possible that the neurons further mature in culture due to presence of the neurotrophins NGF, BDNF, CNTF and GDNF (Huang and Reichardt, 2001). Previous studies have shown that E13 sensory neurons already exhibit many electrophysiological properties that are characteristic of functional adult sensory neurons (Koltzenburg and Lewin, 1997). 

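Among 41 tested channels, receptors and peptides of pain, edgeR called 0 in NGF-stimulated axons (0 also adjusted over the list alone), 17 had a positive and 23 a negative log2 fold change, and the median was -0.26 (camera, adjusted p = 0.234). Trpv1, the heat- and capsaicin-gated channel, was at 7.68 ± 5.25 CPM in stimulated and 5.46 ± 6.32 CPM in control axons, with reads in 3 of 4 and 2 of 4 libraries (log2 fold change 0.49, SE 1.58, adjusted p = 0.998, n = 4 libraries each). Calcb, a calcitonin gene-related peptide, had counts in 2 of 4 stimulated libraries and none in the controls (at least 40.3-fold higher, adjusted p = 0.324), and Oprm1, the mu opioid receptor, in 2 of 4 controls and in none of the stimulated ones (at least 73.1-fold lower, adjusted p = 0.34). The list holds transcripts that the paper names, so it is not independent evidence. It passed as lower without control replicate 1 (-0.46, adjusted p = 0.0264) or stimulated replicate 4 (-0.64, adjusted p = 0.0232).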

Interestingly, most of the classical transcripts involved in pain signaling were not altered. This is consistent in models of induced peripheral inflammation or intrathecal NGF treatment, where *Trpv1* mRNA levels in DRGs are not significantly altered, but the TrpV1 protein levels for the same are increased (Ji et al., 2002, Voilley et al., 2001). Our data revealed a strong modulation of transcripts, in particular elevated levels of transcripts related to immune responses shortly after stimulation. 

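Lists of immune transcripts other than those of macrophages, interferon and complement did not pass the test in NGF-stimulated axons. Of 32 cytokines and chemokines edgeR called 0 (1 higher, Il7, adjusted over the list alone), with a median log2 fold change of -0.20 (camera, adjusted p = 0.92). Il11, a cytokine of the IL-6 family, was at 3.23 ± 3.65 CPM against 0.0522 ± 0.104 CPM (log2 fold change 5.7, SE 1.70, adjusted p = 0.337, n = 4 libraries each). Of 29 antigen presentation transcripts edgeR called 0 (1 higher, Tapbpl, adjusted over the list alone), 20 had a negative fold change and the median was -0.22 (adjusted p = 0.283). Immediate early and NGF-induced transcripts had 27 of 38 positive and a median of 0.51 (adjusted p = 0.0661, 0 called or over the list alone), for example Myc at 119 ± 44.2 CPM against 56.7 ± 22.5 CPM (1.07, SE 0.34, adjusted p = 0.34). The paper names Il7 and Tapbpl from these libraries, so both lists are not independent evidence. The antigen presentation list passed as lower without stimulated replicate 1 (-0.33, adjusted p = 0.0209), and the immediate early list as higher without control replicate 1 (0.99, adjusted p = 0.00126), control replicate 3 (adjusted p = 0.0427), stimulated replicate 2 (0.0372) or stimulated replicate 4 (0.67, 0.00123).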

Of note, transcripts that potentially modify antigen presentation and immune cell activity, such as *Tapbpl*, *Fgf9* and *Il7* are among the top hits (Chen et al., 2021, Deng et al., 2018, Lin et al., 2021). This indicates that one of the earliest axonal responses to NGF stimulation regulates the neuro-immune axis.

In the last few years, the interaction between immune cells and neurons and their importance for the regulation and chronification of pain has come into focus (Brack et al., 2004, Lacagnina et al., 2024, Marek-Jozefowicz et al., 2023). For example, the dermal macrophages can set a baseline of pain sensitivity through the release of NGF (Tanaka et al., 2023). The neurons themselves can be activated and sensitized by different signaling molecules secreted by immune cells. These normally are cytokines, bradykinin, prostaglandins, tumor necrosis factor and neurotrophic factors (Basbaum et al., 2009). Vice versa, neurons can regulate the immune cells and cause neurogenic inflammation through the release of substance P, CGRP and interleukins like IL-6 (Marek-Jozefowicz et al., 2023). In an acute injury, the concentration of NGF in the injured tissue is increased due to its release from nonneuronal cells like macrophages (Lindholm et al., 1987), acting upon other immune cells and the neurons themselves. The NGF uptake by sensory neurons through binding to TrkA leads to local modulation of sensitivity by influencing local translation and modulation of channels and receptors (Barker et al., 2020).

For the immune response, one of the most strongly upregulated transcripts is *Il7*. 

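In somata Il7 was at 2.54 ± 1.79 CPM in NGF-stimulated and 2.55 ± 1.21 CPM in control cultures (log2 fold change -0.00045, SE 0.758, adjusted p = 1 from edgeR, n = 4 libraries each). Control axons, with no read, lay at least 54.7-fold below control somata (adjusted p = 0.00308). The stimulated axon libraries held 0.898 to 5.04 CPM, and the soma libraries of the same cultures 0.932 to 4.37 CPM.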

IL-7 itself is pro-inflammatory and signals through the JAK1, JAK3, and PI3K pathways, which leads to STAT5 phosphorylation (Chen et al., 2021). IL-7 activation can lead to a transcriptional shift in the activated cells. It has also been implicated in autoimmune diseases like multiple sclerosis and rheumatoid arthritis (Meyer et al., 2022). IL-7 activates various immune cells, including CD4^+^, CD8^+^ and dendritic cells (Choi et al., 2016). Furthermore, IL-7 attracts circulating immune cells such as T-cells, B-cells and NK cells and promotes their survival. This is achieved through upregulation of Bcl-2 and Mcl-1, which inhibit apoptosis (Chen et al., 2021). IL-7 also influences the maturation and development of dendritic cells, driving macrophage differentiation to increase the expression of major histocompatibility complex Class I and II, CD21, CD86, and CD40 (Li et al., 2000). Moreover, IL-7 can remodel macrophages into inflammatory M1 cells. The IL-7 receptor expression is upregulated by lipopolysaccharide, Interferon-γ and TNFα. Local expression of IL-7 can induce arthritis (Chen et al., 2021, Kim et al., 2020). Our finding of increased axonal *Il7* transcript levels and IL-7 release from axons after NGF stimulation of sensory neurons supports the notion that DRG neurons locally and rapidly modulate immune processes, in particular in macrophages and immune presenting cells. Since NGF is involved in pain induction, this suggests that IL-7 that is released from neurons after NGF induction might be a central component of pain network signaling that involves the interplay between sensory neurons and immune cells in the periphery. While the exact mechanism for IL-7-release is unknown, it might be similar to other Interleukins like IL-6, and thus be influenced by TrkA in the same way. TrkA activates both the PI3K and the PLCγ pathways (Denk et al., 2017). PI3K can remodel actin and activate release through the phosphorylation of proteins of the SNARE complex through Act (Brose et al., 1992, Catterall, 1999). PLCγ can increase intracellular calcium concentration and activate Synaptotagmin. Both pathways are involved in vesicle release of neuropeptides and under inflammatory conditions, IL-6 has been shown to be released in response to increased calcium levels and PKC activation (Cadman et al., 1994, Qiu et al., 1995). The release of IL-7 from the neurons can shift the surrounding immune cells to an inflammatory state, contributing to the establishment of an inflammatory milieu (Chen et al., 2021). These activated immune cells release mediators like IL-1β and TNF-α. This in turn can sensitize not only the neuron that released IL-7, but also the surrounding neurons. A possible mechanism on nociception has been described in a companion paper by Biesold et al in this issue.

Apart from potential local remodeling and immune cell recruitment, NGF is also known to promote long-lasting shifts in excitability of nociceptors. This appears to be a central mechanism in pain chronification. Injection of NGF into neonatal rats has a persisting effect on mechanical and heat hyperalgesia. This effect seems to be due to a permanent NGF-mediated sensitization of Aδ nociceptors to mechanical stimuli (Lewin and Mendell, 1993). Mechanical hyperalgesia after NGF injection in neonatal rats is caused by central changes in spinal cord wiring of these afferents (Lewin et al., 1992b) whereas the heat hyperalgesia was proposed to be due to sensitization of peripheral receptors (Lewin et al., 1992a). The molecular mechanisms underlying this long-lasting sensitization are still not fully understood. The potentiation of synaptic connections between pain- and mechanoconducting neurons and spinal dorsal horn neurons seems to involve BDNF (Thompson et al., 1999).

BDNF itself is dynamically regulated after nerve injury. BDNF is detectable in dorsal horn as early as 24 h post-injury, with subsequent rise in the BDNF protein levels (Thakkar and Acevedo, 2023). While these levels revert to normal typically within 4–6 weeks after the injury, persistently high levels of BDNF expression have been associated with aberrant healing and or sustained pain signaling. This temporally and spatially controlled expression pattern implicates BDNF in adaptive recovery, or maladaptive plasticity associated with chronic pain (Fukuoka et al., 2001, Lin et al., 2011).

Given the primary effects of NGF, we also investigated the potential contribution of BDNF/TrkB signaling to longer-term alterations in sensory neuron excitability. In contrast to NGF, BDNF is expressed within sensory neurons, and released from central terminals in the spinal cord to act on postsynaptic neurons (Thompson et al., 1999). However, BDNF also seems to be present in peripheral axonal branches, raising the question whether it could act locally on TrkB receptors in nociceptors and induce long-lasting changes, similar to those observed in neurons of the central nervous system (Park and Poo, 2013).

We have focused our attention on BDNF/TrkB signaling, since BDNF/TrkB signaling is known for its role in modulation of long-lasting alterations in neural circuits (Mizuno et al., 2003). BDNF/TrkB signaling is a potent inducer of local translation at axon terminals, activating MAPK, phosphatidylinositol 3-kinase and the mTOR pathways (Numakawa et al., 2010). In the periphery, BDNF is primarily expressed by sensory neurons (Yu et al., 2020), though reports indicate also minor expression of BDNF from other cell types such as microglia during neuropathic pain (Coull et al., 2005). Thus, BDNF/TrkB-mediated activation of the PI3K pathway in axons of sensory neurons could contribute both to the regulation of local protein synthesis, as observed in motoneurons (Deng et al., 2021), and the local modulation and sensitization of TrpV1 (Zhang et al., 2005), possibly with long-lasting effects when NGF treatment leads to chronic activation of the BDNF/TrkB signaling loop. Upon binding of BDNF to the TrkB receptor, the receptor ligand complex is endocytosed in a clathrin dependent manner (Philippidou et al., 2011, Valdez et al., 2005, Zheng et al., 2008). BDNF/TrkB signaling is modulated by NGF exposure in sensory neurons (Karchewski et al., 2002). Extracellular BDNF can also regulate the TrkB surface expression in neurons, thus acting as a self-regulating mechanism (Haapasalo et al., 2002). However, this system can be adapted according to local physiological needs in the presence of parallel signaling through different molecular complexes, especially other neurotrophin-receptor complexes such as NGF-TrkA. Therefore, pain can involve persistence of certain molecular states, maintained by signaling of complexes that can act in an autocrine manner and facilitate the maintenance of a certain transcription profile, leading to changes in neuronal physiology and therefore firing patterns.

BDNF also plays a complex role in the development of neuropathic pain (Alles et al., 2021, Biggs et al., 2010, Sikandar et al., 2018). In male rats, proBDNF/p75NTR signaling has been shown to be crucial for the onset and maintenance of neuropathic pain (Li et al., 2023). BDNF-TrkB signaling also affects the chloride gradient in neurons, switching the inhibitory effect of GABA to excitation (Dai and Ma, 2014). This has been shown to further increase excitability and pain perception. Consequently, there have been attempts to decrease the BDNF-dependent chloride channel-induced hyperexcitability through the use of chloride ion channel modulators (Price et al., 2009). Moreover, BDNF promotes the release of pro-inflammatory cytokines from astrocytes, adding to the heightened pain response (Smith, 2024).

The increased synthesis and membrane insertion of TrkB upon NGF exposure that we observed in our study might further sensitize neurons to respond effectively to injury (Andreska et al., 2020). Future studies on in-depth ribosomal profiling at different time points after NGF exposure could give deeper insights into the repertoire of proteins synthesized locally in axons under conditions of pain sensitization and/or chronic pain induction.

In summary, our findings reveal that NGF stimulation modulates the axonal transcriptome towards neuro-immune signaling activation while pain-related transcripts were only modestly affected. The strong modulation and release of IL-7 emphasizes the role of sensory neurons in modulating the local immune processes shortly after injury. This could be crucial for the initiation and maintenance of inflammation and pain. Besides the transcriptional modulation, there were also influences on translation and localization of TrkB. The interplay between NGF-TrkA and BDNF-TrkB signaling pathways could play an important role in the neuronal adaptation and sensitization during injury. These findings align with previous studies that showed a pivotal role of neutrophins in regulating the transition from acute to chronic pain states through modulating networks in both neurons and immune cells.

## CRediT authorship contribution statement

**Maximilian Koch:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Manas Kshirsagar:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Ankita Rawat:** Investigation. **Abdolhossein Zare:** Methodology. **Felicitas Schlott:** Visualization, Formal analysis. **Thorsten Bischler:** Formal analysis, Data curation. **Panagiota Arampatzi:** Formal analysis, Data curation. **Michael Briese:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Funding acquisition, Conceptualization. **Michael Sendtner:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The RNA-seq data have been deposited at Gene Expression Omnibus (GEO) under accession number GSE292014.

How the deposited data were processed for this re-analysis (not part of the article)

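The RNA came from cultures of dorsal root ganglion neurons of E13 mouse embryos, grown with their axons in a separate compartment. Experiments with NGF and with CNTF held 16 libraries each, 4 in each of 4 groups: axons and somata of control and of stimulated cultures. In the NGF experiment the axons were held at 2 ng/ml NGF for 12 h and then given 100 ng/ml for 2 h. In the CNTF experiment they had no CNTF for 24 h and then 100 ng/ml for 2 h.

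The authors made libraries with SMART-Seq v4 and Nextera XT, trimmed the reads with cutadapt 2.5, aligned them to GRCm39 with STAR 2.7.2b and counted them with featureCounts 1.6.4. The deposited expected counts are what the authors obtained by sharing reads that fitted several places or genes as fractions, without strand. The NGF table holds 46320 genes, of which 22173 are protein coding, and the CNTF table 43322, of which 22192 are protein coding. Every row had a gene and every column was used.

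The counts were rounded to whole numbers and read in R 4.3.3. edgeR 4.0.16 was used with TMM normalization, its filter on low counts (minimum count 10, minimum total 15), a robust quasi-likelihood fit of the 4 groups of an experiment, and Benjamini-Hochberg adjustment. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The comparisons were control axons against control somata, stimulated against control axons, stimulated against control somata, the difference between the axonal and the somatic effect, and the difference between the axonal effects of NGF and CNTF in a joint fit of all 32 libraries. Levels are CPM on TMM library sizes with their SD over 4 libraries. An exact permutation test of 4 against 4 libraries was made on log2 of CPM plus 1 for each named gene, with 70 groupings and a smallest p of 0.029.

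In all, 22 gene lists with 806 members were written from general knowledge, include some genes that the paper names, and were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over the lists of a comparison. RPKM was computed from the deposited counts, the total count of the library and the combined exon length. A transcript without a count in a group was given a bound with 3 counts over the group.

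The genes named are those that the paper names, up to 10 higher and 10 lower called transcripts per comparison whose libraries do not overlap between groups, with the smallest adjusted p, and up to 4 members of each reported list with the smallest adjusted p. For the differences between effects the 10 with the smallest adjusted p were eligible, and for the overlap of both experiments every shared call. Values in the paper's figures and tables had been seen when the rule was written.

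The alternatives were size factors of DESeq2 in edgeR (RLE), no filter, the replicate number as a block, DESeq2 1.42.0 without and with its prior on fold changes (the latter as in the paper's methods), the 8 compared libraries alone, no minimum fold change, an estimated correlation for the lists, and leaving out each library in turn. Leaving out NGF control axon replicates 3 and 4 together, leaving out a pair of CNTF axon libraries with nearly the same counts, and fitting the soma libraries alone with the block were chosen after seeing the data.

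Whether replicate numbers pair the libraries was read from the correlation of deviations from the group means. Libraries of the same number correlated in somata of the NGF experiment (r 0.67 to 0.872) and of the CNTF experiment (0.41 to 0.771), which the labels do not explain.

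Each fit was tested on simulated counts of 46320 or 43322 genes with 200 genes changed by 4-fold or 16-fold. With 1 spread for all groups, edgeR recovered 16% of the 4-fold and 58% of the 16-fold changes in NGF axons, with 0 of 74 calls false, and DESeq2 with its prior had 37.9% of 206 calls false. With the wider spread of the axon libraries given to them alone, 60% of 245 calls of edgeR were false, 91.1% of 1636 calls of DESeq2 with its prior, and 0 of 19 with edgeR on the 8 axon libraries alone, which recovered 0% of the 4-fold and 19% of the 16-fold changes. The real NGF axon libraries gave far fewer calls, 1 by edgeR and 185 higher and 186 lower by DESeq2 with its prior. The simulated spread thus differs from that of the data, and these false shares cannot be carried over to the real calls. With such spreads in control axons against somata, 39.3% of 140 edgeR calls were false, and 27.4% of 84 with the 8 libraries alone. In NGF somata edgeR then recovered 18% of the 4-fold changes, against 81% with the 8 soma libraries alone. RT-qPCR and protein measurements were not analysed here.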

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

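Chosen only after the results were seen were the tests on soma libraries alone with the replicate block and without control axon replicates 3 and 4, the comparison of pairs of CNTF axon libraries, and, from fits that were planned, the use of the macrophage list without control axon replicate 3 and of the ribosomal list in the CNTF cultures to weigh an explanation. In 30 of 155 groups of 4 libraries 1 library lay far from the other 3, where chance puts about 1 in 20 there (7.75). That rate holds for independent normal values, whereas CPM and shares of counts are skewed. A group with reads in 1 library only is always flagged, however few they are. The excess over 7.75 therefore does not measure how unusual these libraries are.

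In the NGF experiment, macrophage and microglia transcripts took 0.5481% of the counts of control axon replicate 3 (nearest other library 0.008366%). Csf1r stood at 131.6 CPM there (6.108 in the nearest library) and C1qa at 248.9 CPM (0.9634). The macrophage share of stimulated axon replicate 2 was 0.003946% (0.0006233%), and its 10 most abundant transcripts held 36.1% of the counts (15.84%). Fibroblast and mesenchyme transcripts took 2.213% of control axon replicate 1 (0.3535%). In the somata, control replicate 1 had 27490 genes with a count (24860), and the 10 most abundant transcripts of stimulated replicate 2 held 3.516% of the counts (4.316%).

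Single transcripts stood apart in the same way. In soma control replicate 1 these were Bub1b at 17.63 CPM (4.628), Mr1 at 3.603 CPM (1.389) and Unc13c at 11.61 CPM (16.95). In control axon replicate 2 they were Wnt2 at 0.757 CPM, Fgf9 at 0.2064 CPM, Orc1 at 0.2064 CPM, Pir at 0.06881 CPM and Ntrk2 at 4.748 CPM, each with 0 in the other 3 libraries, and in control axon replicate 1 4930579G24Rik at 0.0522 CPM (0). In stimulated axon replicate 3 they were Tapbpl at 4.565 CPM (6.01), Ovgp1 at 0.1574 CPM (0) and Syt17 at 0.07871 CPM (0), and in stimulated axon replicate 4 Ntrk2 at 2.613 CPM (0).

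In the CNTF experiment, soma stimulated replicate 4 held 8.456% mitochondrially encoded counts (0.8202%), 0.7224% mitochondrial rRNA (0.0902%) and 9.002% in its 10 most abundant transcripts (4.127%), and soma control replicate 4 held 3.644% in these (4.008%). Trpv1 stood at 23.62 CPM in soma control replicate 3 (6.403) and at 0.8057 CPM in control axon replicate 4 (0). In axons Il7 stood at 13.26 CPM in control replicate 2 (2.095), Il6 at 7.258 CPM in stimulated replicate 4 (0) and Fgf9 at 17.03 CPM in stimulated replicate 3 (2.704).

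edgeR's test of the difference between the axonal effects of NGF and CNTF called 9 transcripts, all higher after NGF relative to CNTF, among them Brca1 and Myb (adjusted p = 0.0482). It called 0 with RLE, without a filter or with the 16 axon libraries only, and 0 to 178 higher without any 1 library. Without the near-identical CNTF axon libraries it called 62 higher and 6 lower. As many as 9 were called in 76 of 100 drawn groupings, and in 35 of the 59 that part these libraries, so chance cannot be excluded. As groups, the effects differed with the preset correlation for the ribosomal (adjusted p = 0.0058 from camera), respiratory (1.47e-06), nuclear-retained (5.3e-05), kinetochore (0.0126), DNA replication (0.00199), glial (0.0238), fibroblast (0.00199), macrophage (4.3e-05) and interferon lists (0.000893). With an estimated correlation these had adjusted p from 0.38 to 0.787. NGF and CNTF were tested in separate cultures, so the experiment and the ligand are confounded here.

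The NGF effect differed between axons and somata for the nuclear-retained (adjusted p = 0.000104), kinetochore (0.00459), DNA replication (0.000174), fibroblast (0.00892), macrophage (2.69e-12), interferon (7.42e-06) and complement lists (0.000673). With an estimated correlation these had adjusted p from 0.357 to 0.878.

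In comparisons that the paper does not report, control axons of the CNTF cultures held 1139 transcripts at higher and 1592 at lower levels than their somata. In somata of CNTF-stimulated cultures Socs3 had a log2 fold change of 2.639 with the soma libraries alone and the replicate block, and the STAT3 and gp130 targets were higher as a group (adjusted p = 5.3e-07 from camera, 0.193 with an estimated correlation). With all 16 libraries Socs3 was not called (adjusted p = 1 from edgeR).

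CNTF control axon replicate 3 and stimulated axon replicate 2 held nearly the same counts. Separate cultures that happen to be close would differ in scarce transcripts, and 0 genes had 20 or more counts in one of these libraries and 0 in the other, where the other pairs had 659 or more. This argues against separate cultures. Their chi-square per gene of 3.255, against 85.93 or more in the other pairs, is consistent with one culture or one cDNA behind both libraries. No biological explanation was tested, and which group such RNA came from stays open.

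Calls among NGF-stimulated axons by DESeq2, and the call of the macrophage list, depended on a few control libraries. Of the 185 higher and 186 lower calls by DESeq2 with its prior, 31.8% were called again in the same direction without control axon replicates 3 and 4, which had the fewest genes, against 57.4% to 92.5% without other pairs of control libraries. The fits without other pairs called 603 to 3639 higher and 478 to 1404 lower, against 84 and 264 without replicates 3 and 4. A fit with more calls repeats more of any list, so these shares are not directly comparable. In 23.7% of all these calls the libraries of one group lay above all of the other, so that all-or-none detection of scarce transcripts in single libraries may account for many of the rest. Without replicates 3 and 4, Tapbpl, Il7, Fgf9, Orc1, Pir, Ovgp1, Pyroxd2, Syt17 and Brca1 were among those called again. Their adjusted p ran from 2.02e-15 (Ovgp1) to 0.00572 (Brca1) by DESeq2 with its prior. The paper names these transcripts from the same libraries. The macrophage list had a median of -0.9036 without control replicate 3 (adjusted p = 0.116 from camera), against -6.992 with all libraries, consistent with RNA of macrophages or microglia in that library. Without replicates 3 and 4 together it still passed (-1.509, adjusted p = 0.00141), so an effect of NGF on these transcripts stays open.

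Ribosomal protein and respiratory chain transcripts were higher in control axons of the NGF cultures. Transcripts matched for length and level showed 38.2% of the ribosomal and 34.4% of the respiratory median, so that a preference of axon libraries for short transcripts cannot be told apart from a part of this difference, since no library separates length from compartment. The ribosomal list was higher in axons of the CNTF cultures too (adjusted p = 3.36e-52 from camera, 0.0894 with an estimated correlation, 71 of 79 called singly by edgeR), consistent with an effect of the compartment. Axon libraries had 16 and soma libraries 10 PCR cycles in both experiments, which stays confounded with the compartment.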

How the results depend on the processing

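Chosen only after the data were seen were the fits without NGF control axon replicates 3 and 4, without the near-identical pair of CNTF axon libraries, and of the soma libraries alone with the block. Over all settings, 8933 values of single genes and 957 of lists kept their direction and their side of the threshold, 292 and 38 came past it, 166 and 153 no longer passed it, 250 and 47 changed direction with no call in either setting, and 2 and 9 changed direction with a call in one. No list passed with an estimated correlation in any comparison of 1 experiment (smallest adjusted p = 0.0544). In the NGF experiment stimulated axon and soma libraries had median totals of 24159736 and 24274328 counts, with 17997 to 20373 and 23905 to 25000 genes detected. How far depth sets which scarce transcripts are seen within axon libraries, and what deeper sequencing would add, was not tested. The cause of a change was not tested unless named.

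In control axons of the NGF cultures against somata, the number of higher transcripts was 938 with DESeq2, 935 with its prior, 194 with the 8 compared libraries, 675 without control axon replicates 3 and 4 with the prior, and 155 to 473 without any 1 library. The number of lower transcripts was 82 without a filter, 689 with DESeq2, 606 with its prior, 98 with the 8 libraries, 39 without replicates 3 and 4 (347 with the prior), and 54 to 595 without any 1 library (155 and 54 without soma control replicate 3, 473 and 273 without axon control replicate 1, 413 and 595 without axon control replicate 2). Aif1 turned to -2.977 (adjusted p = 0.0319) without replicates 3 and 4 with the prior.

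In NGF-stimulated axons, the number of higher transcripts was 0 with RLE, 0 without a filter, 0 with the 8 libraries, 290 with DESeq2, 185 with its prior, 3 without control replicates 3 and 4 (84 with the prior), and 0 to 93 without any 1 library. The number of lower ones was 303 with DESeq2, 186 with its prior, 19 without replicates 3 and 4 (264 with the prior), and 0 to 16 without any 1 library. Higher and lower numbered 24 and 6 without control replicate 1, 93 and 16 without control replicate 2, 6 and 0 without stimulated replicate 1, and 6 and 1 without stimulated replicate 4.

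For the difference between the axonal and the somatic NGF effect, DESeq2 called 86 higher and 80 lower, 18 and 10 with its prior, and 17 and 45 with the prior without control axon replicates 3 and 4. Leaving out 1 library gave 0 to 51 higher and 0 to 3 lower (51 and 3 without axon control replicate 2). Nuclear-retained RNAs turned to 0.03172 (adjusted p = 0.973) without replicates 3 and 4 with the prior. In somata after NGF, leaving out 1 library gave medians of -0.2458 to 0.003343 for the ribosomal list (highest without stimulated replicate 2), -0.3298 to 0.0234 for the respiratory list (highest without control replicate 4) and -0.127 to 0.2339 for the pain list (lowest without stimulated replicate 2).

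In control axons of the CNTF cultures against somata, the number of higher transcripts was 1813 with DESeq2, 1798 with its prior, 1758 with the prior without the near-identical pair, and 638 to 1077 without any 1 library. The number of lower ones was 2513 with the prior without the pair. Mr1 turned to -2.901 (adjusted p = 0.00175) in that setting.

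In CNTF-stimulated axons, the number of higher transcripts was 99 with DESeq2, 65 with its prior, 19 without the pair (777 with the prior), and 0 to 88 without any 1 library. The number of lower ones was 225, 156, 154 (996 with the prior) and 0 to 207. The highest numbers, 88 and 207, came without stimulated replicate 2, one of the near-identical pair. The ribosomal list had medians of -0.1868 (without stimulated replicate 4) to 0.5235 without any 1 library. In somata after CNTF, 1 transcript was called higher with the soma libraries only and the block, and the mitochondrially encoded list had medians of -0.06407 (without stimulated replicate 4) to 2.355 without any 1 library.

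For the difference between the NGF and the CNTF effect in axons, the number of higher transcripts was 0 with RLE, 0 without a filter, 0 with the 16 axon libraries only, 367 with DESeq2, 62 without the pair, and 0 to 178 without any 1 library. The number of lower ones was 306 with DESeq2, 6 without the pair, and 0 to 56 without any 1 library. The ribosomal list had medians of -0.4683 to 0.3498 without any 1 library (highest without CNTF stimulated replicate 4). The calls shared by NGF and CNTF in the same direction numbered 5 with DESeq2, 2 with its prior and 17 with the prior without the pair. For the fit without the pair chance would give 6.68 higher and 7.53 lower, taking transcripts as independent. In opposite directions, 9 were higher after NGF and lower after CNTF and 1 the reverse with DESeq2, 8 and 0 with its prior, and 23 and 6 with the prior without the pair. Axonally detectable transcripts numbered 2799 with the limit in each library and 13377 with RPKM over 1, where fewer or more transcripts follow from the limit itself.

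With the replicate number as a block, edgeR called 367 higher and 141 lower in control axons of the NGF cultures, 1 and 0 in NGF-stimulated axons, 1059 and 1579 in control axons of the CNTF cultures, and 0 in the other comparisons. The paper states that treated and control samples were handled side by side, but not that equal numbers belong together, and not every axon library correlated best with its own number (2 of 4 in NGF axons, 1 of 4 in CNTF axons). Between control axons and control somata, 3 of 4 axon libraries of the NGF cultures and 2 of 4 of the CNTF cultures correlated best with their own number.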

Differences from the paper's values

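All alternatives named here were set before the data were examined, and the tally of directions among transcripts called in both experiments was chosen only after the results were seen. Numbers of transcripts are taken as different from the paper's where one is more than 1.5 times the other.

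The paper gives 935 axon-enriched and 606 soma-enriched transcripts in control cultures, and edgeR called 416 and 175 at the same thresholds. With DESeq2 (938 and 689) and with DESeq2 and its prior (935 and 606) the numbers lie within 1.5-fold of the paper's, and with the prior they equal them. They lie outside that range with RLE, without a filter, with the replicate block, with the 8 libraries alone and with no minimum fold change. In the part of the paper's supplement at hand, every log2 fold change compared lay within 0.01 of the fit with the prior. These were 1149 transcripts here, 1165 for NGF axons, 1159 for NGF somata and 1072 for CNTF axons. The difference in calls between control axons and somata thus comes from the method of testing.

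For NGF-stimulated axons the paper gives 183 higher and 180 lower transcripts, and edgeR called 1 and 0, with 1621 at an unadjusted p under 0.05. With DESeq2 and its prior (185 and 186) the numbers lie within 1.5-fold. They do not with DESeq2 without its prior (290 and 303) and with each of the other alternatives.

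For CNTF-stimulated axons the paper gives 191 transcripts, and edgeR called 0, with 2192 at an unadjusted p under 0.05. With DESeq2 and its prior the number was 221, within 1.5-fold of the paper's, and with DESeq2 without its prior it was 324. It lies outside that range there and with each of the other alternatives.

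The paper gives 10 transcripts altered in a similar way by NGF and CNTF, and edgeR called 0 in both. Each alternative differs, with 5 shared in the same direction with DESeq2 and 2 with its prior. With the prior, 10 transcripts were called in both experiments in any direction, of which 8 were higher after NGF and lower after CNTF. Chance would give 1.27 of that kind (one-sided Fisher's exact test, p = 4.09e-05, taking transcripts as independent) and 1.2 lower in both, where 2 were found.

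The paper gives 17651 transcripts with an RPKM over 10 in axons, and 5284 were found here in control axons. The number differs with TMM library sizes (5678), with the total of protein-coding genes (5746), with the median (4789) and with the limit in each library (2799). A limit of RPKM over 1, which is not the paper's limit, gave 13377, within 1.5-fold.

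For Il7 in axons the paper states a 1.75-fold increase by RT-qPCR, and the RNA-seq counts give at least 70.7-fold. Both are folds of stimulated over control axons, the RT-qPCR value relative to Gapdh and the RNA-seq bound relative to library size. Whether the different reference accounts for the gap was not tested. The bound was computed once, on TMM library sizes. It was not recomputed with RLE, without a filter, with the replicate block, with DESeq2 or with the 8 libraries. DESeq2 without its prior fitted a log2 fold change of 8.06, and DESeq2 with its prior gives 57.4-fold. The bound and both DESeq2 values differ from the paper's value.

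For log2 fold changes after axonal NGF, read by eye from Fig. 2C, the paper shows about -7.7 for Ovgp1 (here -9.346), about -7.5 for Pyroxd2 (-8.604 as a bound), about 5.7 for 4930579G24Rik (7.607), about -5.8 for Syt17 (-8.704), about 5.6 for Brca1 (6.82 as a bound) and about 4.9 for Pir (6.438). With DESeq2 and its prior none of these differs. With the 8 libraries alone Ovgp1 (-9.294) does not differ either, while Pyroxd2, 4930579G24Rik and Pir do, and Syt17 and Brca1 have no value there. Each of the 6 differs with RLE, without a filter, with the replicate block and with DESeq2 without its prior. For Pyroxd2 and Brca1 the bound was not recomputed in these settings or with the 8 libraries, so they add nothing there.

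The paper counts Wnt2, Mr1, Bub1b, Ccnb1 and Aurkb among transcripts enriched in somata. edgeR with its main setting called none of these 5 (adjusted p = 0.219, 0.0738, 0.064, 0.0699 and 0.0884), and DESeq2 called each. With the 8 libraries alone edgeR called Mr1 (adjusted p = 0.0496). The paper counts Tapbpl, Il7, Fgf9, Orc1, Pir, Ovgp1, Pyroxd2, Syt17 and Brca1 among altered axonal transcripts. edgeR called none of these with all libraries and its main setting (adjusted p from 0.0525 to 0.265), and DESeq2 called each. The same holds for Samd9l, Dtx1, Cfh, C1rl, Lime1, Gigyf2, Elf4, Pparg, Tnni3, Magi2, Spdl1, Actn3, Rnf144b, Dhfr, Atpsckmt, Fgf14, Cacnb2 and Pcsk9, with adjusted p from 0.265 to 0.359 by edgeR and at most 0.00955 by DESeq2. Spx did not pass the filter for edgeR and was called by DESeq2 (adjusted p = 0.00412).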

Other observations

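Among the tests given here, the fit of soma libraries alone, the fit without the near-identical CNTF axon libraries, the count of groupings that part them, and the other groupings were chosen only after the results were seen, except the full groupings for DESeq2 with its prior and for the difference between NGF and CNTF.

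In the CNTF cultures, for which no lowering of axonal NGF is stated, control axons held transcripts of transmission and sensation at lower levels than somata. Of 30 synaptic vesicle transcripts 26 were called lower and 0 higher (28 and 0 adjusted over the list alone), with a median log2 fold change of -2.63 (adjusted p = 1.97e-19 from camera, 0.0571 with an estimated correlation). Syp, synaptophysin, was at 63.8 ± 27.8 CPM in axons and 389 ± 106 CPM in somata (log2 fold change -2.61, SE 0.396, adjusted p = 0.000886 from edgeR, n = 4 libraries each). Of 38 pain channels, receptors and peptides 20 were called lower and 1 higher (26 and 1 adjusted over the list alone), with a median of -2.80 (adjusted p = 4.55e-10, and 0.0571 with an estimated correlation), among them Scn9a, a sodium channel of nociceptors (-2.06, SE 0.415, adjusted p = 0.00406). The growth factor receptors Ntrk1 (-3.10, SE 0.386, adjusted p = 0.000325) and Lifr (-2.75, SE 0.442, adjusted p = 0.00117) were lower as well. Of 28 cytoskeleton and growth transcripts 11 were called lower and 1 higher (16 and 2 adjusted over the list alone, median -1.24, adjusted p = 1.67e-05, and 0.353 with an estimated correlation), among them Nefh, the heavy neurofilament (-4.10, SE 0.444, adjusted p = 0.000302). In the same axons and somata fibroblast and mesenchyme transcripts took 0.956% and 0.432% of the counts, and endothelium and pericyte transcripts 0.0285% and 0.00932% (exact permutation test, p = 0.029 each, adjusted p = 0.0552). Glial transcripts took 0.116% and 0.0998% (exact permutation test, p = 0.8), and macrophage transcripts 0.0106% and 0.0486% (exact permutation test, p = 0.2). The fibroblast list had a median log2 fold change of 1.32 (4 called higher and 1 lower, adjusted p = 0.0169, and 0.612 with an estimated correlation) and the endothelium list one of 0.19 (adjusted p = 0.701). How far RNA of other cells accounts for the lower neuronal transcripts was not tested.

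Higher in these axons were 71 of 79 ribosomal protein transcripts and 0 lower (75 and 0 adjusted over the list alone, median 1.945), for example Rpl12 at 631 ± 300 CPM against 44.4 ± 2.80 CPM (log2 fold change 3.83, SE 0.387, adjusted p = 0.00028 from edgeR). All 15 mitochondrially encoded transcripts were called higher (15 adjusted over the list alone, median 5.23, adjusted p = 9.67e-18 from camera, 0.128 with an estimated correlation). Of 79 respiratory chain transcripts 27 were called higher and 0 lower (35 and 0 over the list alone, median 0.89, adjusted p = 2.35e-11, and 0.54). Of 38 immediate early transcripts 11 were called higher and 1 lower (19 and 1 over the list alone, median 1.665, adjusted p = 5.34e-09, and 0.211), among them Ier2 (2.54, SE 0.294, adjusted p = 0.000302). Of 26 STAT3 and gp130 targets 6 were called higher and 1 lower (6 and 2 over the list alone, median 1.17, adjusted p = 0.000286, and 0.211), and of 24 stress response transcripts 4 and 0 (6 and 0, median 0.56, adjusted p = 1.65e-05, and 0.0571), among them Trib3 (2.90, SE 0.44, adjusted p = 0.000877). Without any 1 library 638 to 1077 transcripts were called higher.

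In somata of CNTF-stimulated cultures Socs3, the feedback inhibitor of gp130 signaling, was at 56.6 ± 34.5 CPM against 9.59 ± 6.39 CPM (log2 fold change 2.56, SE 1.18, adjusted p = 1 from edgeR, exact permutation test p = 0.029). With the soma libraries alone and the replicate block it was called (SE 0.144, adjusted p = 0.00644), a fit chosen after seeing the data. The STAT3 and gp130 targets had 19 of 26 positive and a median of 0.29, with adjusted p = 0.193 with an estimated correlation, and did not pass without soma control replicate 3 (0.12, adjusted p = 0.066). Mitochondrially encoded transcripts had a median of 2.01 (adjusted p = 2.14e-40, and 0.0544 with an estimated correlation) and -0.06 without soma stimulated replicate 4 (adjusted p = 0.284). edgeR called 0 transcripts with all libraries (43 at an unadjusted p under 0.05), and DESeq2 0 (62).

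Other groupings of the same libraries into 4 against 4, 35 in all with the real one, show what chance can give. In control axons against somata only the real grouping called as many transcripts, 1 of 35 for NGF (591 called, highest other 3) and 1 of 35 for CNTF (2731, highest other 0). A share of 0.029 is the smallest that 35 groupings can give, so chance is unlikely here but not excluded. This takes the libraries as independent and leaves out any pairing of axon with soma libraries. For NGF-stimulated axons 27 of 35 called as many as edgeR's 1 (highest other 504), 26 of 35 had as many non-overlapping transcripts as 259 (1803), and 29 of 35 as many calls as the 185 higher plus 186 lower of DESeq2 with its prior (2371). For the difference between NGF and CNTF 76 of 100 drawn groupings reached 9 (1077), and 35 of the 59 that part the near-identical CNTF axon libraries, as the real one does (736). Chance cannot be excluded for these. What gives the large numbers in other groupings was not tested. In simulated counts the wider spread of the axon libraries alone gave many false calls. That simulation also gave far more calls than the real NGF axon libraries, so it does not settle the question. For CNTF-stimulated axons 22 of 35 groupings reached the 221 of DESeq2 with its prior (3562), but the near-identical libraries, control replicate 3 and stimulated replicate 2, may not be separate samples. All 15 groupings that put them together called 586 to 3562, and of the 20 that part them 7 reached 221 (highest other 792). These 20 are too few for a share under 0.05. Without these libraries the same method called 777 higher and 996 lower. Where edgeR called 0, every grouping reaches that number, so the count of 35 of 35 says nothing about chance. This holds for CNTF-stimulated axons (highest other 1982), for the difference between axonal and somatic NGF effects (114), and for somata after NGF (0, with 5 at an unadjusted p under 0.05 and 0 by DESeq2) and after CNTF (0).

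For the gene lists, 18 of 35 groupings called as many as the 9 lists in control axons of NGF cultures (highest other 14) and 12 of 35 as many as the 14 in CNTF cultures (17). In NGF-stimulated axons 27 of 35 reached 7 lists (14). In somata 33 of 35 reached 6 lists after NGF (17) and 30 of 35 reached 8 after CNTF (20). Chance cannot be excluded for any of these numbers. In CNTF-stimulated axons 33 of 35 reached 3 lists (13), and 19 of the 20 that part the near-identical libraries, which are too few for a share under 0.05. Replicate numbers pair the soma libraries, and the 7 other groupings that part all 4 pairs called 3 to 10 lists for NGF and 4 to 11 for CNTF, while those that part 2 pairs called 8 to 17 and 8 to 20.

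A response shared by NGF and CNTF was tested as a hypothesis. The axonal log2 fold changes of both experiments had a correlation of -0.0972 across 16558 genes, where 89.5% of 2450 regroupings gave a value as high. The value lies within the range of the regroupings (-0.251 to 0.251), so it shows no shared response and excludes none. A value inside that range had been set to count against a shared response, which was wrong, since unrelated groupings fill the same range. The CNTF contrast also holds the near-identical libraries.

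A further hypothesis was that low NGF had moved the transcripts of the control axons away from their level with NGF. Of 165 transcripts called higher in stimulated axons by DESeq2 with its prior, 103 (62.4%, 95% interval 54.6 to 69.8) were closer in control axons of the CNTF cultures to the stimulated axons than to the control axons, and 111 of 160 lower ones (69.4%, 61.6 to 76.4). These transcripts were picked for their level in the same control libraries, and 96 of 185 higher ones had 0 counts in all 4, so another axon group with reads lies closer to the stimulated axons by that choice. The intervals take the transcripts as independent. The test therefore decides nothing, and the hypothesis stays open.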
